# High-resolution analysis of gene activity during the *Xenopus* mid-blastula transition

**DOI:** 10.1242/dev.102012

**Published:** 2014-05

**Authors:** Clara Collart, Nick D. L. Owens, Leena Bhaw-Rosun, Brook Cooper, Elena De Domenico, Ilya Patrushev, Abdul K. Sesay, James N. Smith, James C. Smith, Michael J. Gilchrist

**Keywords:** Midblastula transition, Maternal zygotic transition, *Xenopus tropicalis*, Polyadenylation, Transcription, RNA-seq, Gene regulatory networks

## Abstract

The *Xenopus* mid-blastula transition (MBT) marks the onset of large-scale zygotic transcription, as well as an increase in cell cycle length and a loss of synchronous cell divisions. Little is known about what triggers the activation of transcription or how newly expressed genes interact with each other. Here, we use high-resolution expression profiling to identify three waves of gene activity: a post-fertilisation wave involving polyadenylation of maternal transcripts; a broad wave of zygotic transcription detectable as early as the seventh cleavage and extending beyond the MBT at the twelfth cleavage; and a shorter post-MBT wave of transcription that becomes apparent as development proceeds. Our studies have also allowed us to define a set of maternal mRNAs that are deadenylated shortly after fertilisation, and are likely to be degraded thereafter. Experimental analysis indicates that the polyadenylation of maternal transcripts is necessary for the establishment of proper levels of zygotic transcription at the MBT, and that genes activated in the second wave of expression, including *Brachyury* and *Mixer*, contribute to the regulation of genes expressed in the third. Together, our high-resolution time series and experimental studies have yielded a deeper understanding of the temporal organisation of gene regulatory networks in the early *Xenopus* embryo.

## INTRODUCTION

Gene expression in early animal development is regulated by several mechanisms. The translational capacity of maternal mRNAs may be enhanced by polyadenylation (Aanes et al., 2011; Dworkin et al., 1985; Paris and Philippe, 1990; Simon et al., 1992) or inhibited by deadenylation (Audic et al., 1997; Graindorge et al., 2006; Paillard et al., 1998; Varnum and Wormington, 1990). As part of the maternal-zygotic transition, zygotic transcription is activated after a specific number of cell cycles. This has been widely investigated, particularly in the frog *Xenopus*, in which large-scale zygotic transcription begins after 12 rapid, synchronous cell divisions. It is accompanied by lengthening of the cell cycle and a loss of synchrony (Newport and Dasso, 1989). Together, these phenomena are termed the midblastula transition (MBT). The timing of the MBT has been suggested to depend on the titration of a maternally deposited repressive factor by increasing amounts of embryonic DNA (Newport and Kirschner, 1982a,b). However, the observation that some genes are transcribed before the MBT (Kimelman et al., 1987; Mathavan et al., 2005; Pritchard and Schubiger, 1996; Skirkanich et al., 2011; Tan et al., 2012; Yang et al., 2002) has challenged this view, and a prevailing model now involves minor (pre-MBT) and major (at MBT) waves of zygotic transcription (Tadros and Lipshitz, 2009). Recent work in the zebrafish has shown that polymorphism in cross-bred individuals can be used to distinguish between maternal and paternal mRNAs in early embryos (Harvey et al., 2013). This has helped to clarify both transcriptional and post-transcriptional regulation around the MBT.

To obtain a more detailed picture of the onset of transcription at the MBT, we have performed fine-grained expression profiling in *Xenopus tropicalis*. Our results reveal a wave of polyadenylation of maternally deposited transcripts immediately after fertilisation. This is followed by two waves of transcriptional activation, the first starting before and continuing through the MBT, with the second an hour later. We show that polyadenylation of maternal mRNAs is required for the establishment of normal levels of zygotic transcription, and for two transcription factors activated at the MBT we identify downstream target genes that are activated in the second wave of zygotic transcription. Together, our experiments provide new insights into temporal aspects of the MBT in *Xenopus*.

## RESULTS

### Sample collection and creation of expression profiles

To study the temporal organisation of gene activity in early development, we collected synchronously developing *Xenopus tropicalis* embryos at 30-min intervals between fertilisation and 9.5 h post fertilisation (hpf). These were collected in three series, each from a different female: Series 1, from 0 to 3.0 hpf; Series 2, from 2.5 to 9.5 hpf, with 4.5 and 6.5 hpf as biological replicates; and Series 3, from 0 to 9.0 hpf (Fig. 1A; Materials and Methods). 

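RNA-seq was carried out on 52 libraries, each made from 1 pool of embryos of a single fertilisation. Series 1 was represented by 7 polyA+ libraries and Series 2 by 17 polyA+ libraries over 15 time points, with 2 libraries each at 4.5 and 6.5 hpf. Series 3 was represented by 19 polyA+ libraries and by 9 Ribo-Zero libraries, in which ribosomal RNA is depleted and RNA is kept whether or not it carries a polyA tail. Every other time point of every series had a single library, so most values have no replicate error. Series 3 differed from Series 1 and 2 in female, frog colony, pool size, library kit and sequencer at once, and these differences cannot be separated. The authors deposited the number of reads counted on each gene and the counts normalised to 25000000 reads per library. Total counts per library ranged from 19925593 to 24659133 in Series 1 (median 21145657) and from 22791007 to 33907947 in Series 2 (median 30072123). In Series 3 they ranged from 4539916 to 17998536 in polyA+ libraries (median 7765415) and from 5326857 to 13562259 in Ribo-Zero libraries (median 10485244). Ribosomal rows took 4.31% to 35.0% of the counts in Ribo-Zero libraries and at most 6.67% in polyA+ libraries. A single count corresponded to 1.03 to 1.34 normalised reads in Series 1, 0.740 to 1.1 in Series 2, 1.39 to 5.55 in Series 3 polyA+ and 1.96 to 6.48 in Ribo-Zero libraries. A count of 0 therefore allows up to 4.03 normalised reads in Series 1, 3.31 in Series 2, 16.7 in Series 3 polyA+ and 19.5 in Ribo-Zero libraries (3 counts, counting error only).

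Onsets were called with the run rule of the Materials and Methods on counts scaled to 25000000 reads, with the replicate libraries of Series 2 averaged. Each step of a run had to exceed a chance step whose log10 is 0.8 times the log10 of the level plus an intercept of 0.5, plus a background of 10 normalised reads. The level was taken at the first point of each step, and fold changes were calculated after adding 10 to both values. The result depended most on the intercept. An intercept of -0.5, called the smaller chance step here, was added after the values had been seen, and counts obtained with it are given beside those obtained with the printed equation. Whether the authors' calculation used the printed sign is not known, and every count obtained with the printed equation depends on it. With simulated 20-fold changes over several points in 100 genes each way, the printed chance step recovered 70 rises and 10 falls. The smaller chance step recovered 100 of each, and neither called any other gene. The other genes were simulated as flat with the median dispersion of the replicates, so false calls in noisier genes were not tested. Simulated rises began well above 0, so recovery of onsets that begin near 0 was not tested either.

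**Figure D1:**
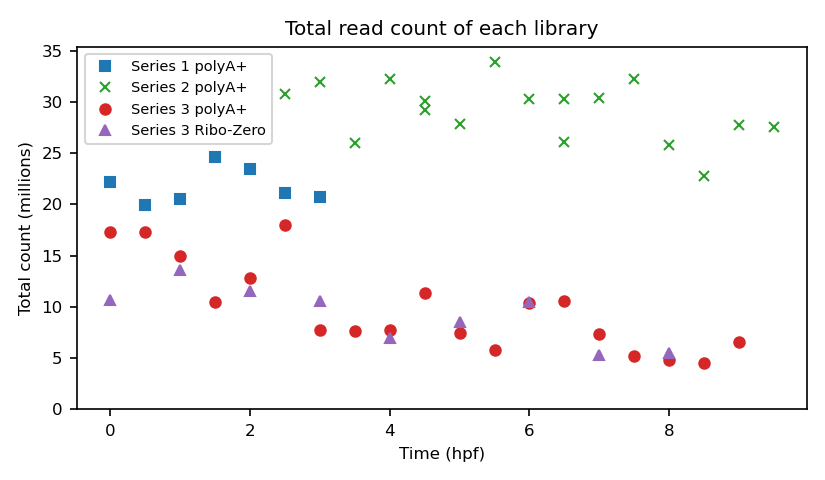
Total read counts per library against time in hpf for Series 1 polyA+, Series 2 polyA+, Series 3 polyA+ and Series 3 Ribo-Zero libraries; each point is 1 library. Series 3 libraries lie between 4539916 and 17998536 counts, below the lowest Series 1 library of 19925593 counts.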

Cell cycle times during the rapid cleavage stages were 20 min for Series 1 and 2, and 25 min for Series 3, placing MBT just before 5.0 hpf in the Series 1/2 data and just after 6.0 hpf in Series 3.

**Fig. 1.**
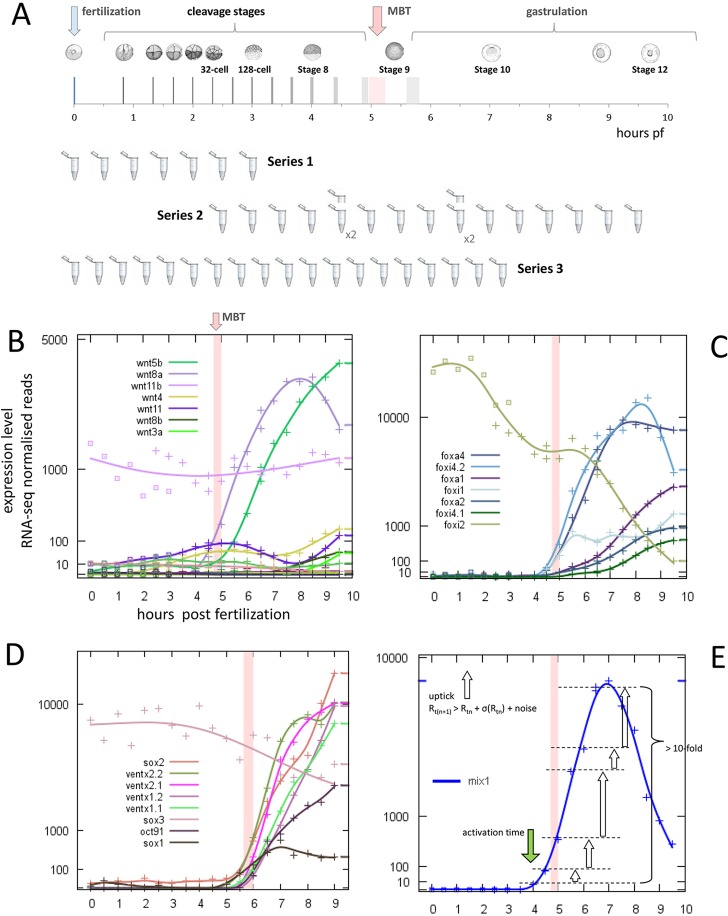
**High-resolution transcriptional profiling in early *Xenopus tropicalis* development.** (A) Embryos were sampled in groups of 50 (Series 1 and 2) or ten (Series 3) at 30-min intervals between fertilisation and early gastrulation and used to generates RNA-seq libraries for Illumina sequencing. Series 3 is scaled to the development rate of Series 1 and 2 (see text). (B-D) Expression profiles constructed from time series data. Gene families (Series 1/2): (B) Wnt; (C) Foxa and Foxi. (D) Pluripotency factors (Series 3) shown to amplify MBT in zebrafish (Lee et al., 2013). (E) Gene onset detection requires a run of successive data points, each exceeding the one before by more than is likely to have occurred by chance (see Materials and methods). Stage diagrams reproduced from Nieuwkoop and Faber (Nieuwkoop and Faber, 1994) with permission of Garland Science/Taylor & Francis, LLC.

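In Series 2, *wnt8a* (Xetrov72039428) rose from 4.0 hpf, 90.8-fold over its run, and *wnt5b* (Xetrov72039422) from 5.0 hpf, 55.1-fold. The maternal transcript *wnt11b* (Xetrov72014262) fell from 1515 normalised reads at 0 hpf to 604 at 3.0 hpf in Series 1 and had no run. No run was found for *wnt4* (Xetrov72026363), *wnt11* (Xetrov72030660), *wnt8b* (Xetrov72026053) or *wnt3a* (Xetrov72034258), and the last pair reached 47.5 and 42.0 normalised reads at 9.5 hpf. Among the Fox genes, *foxi4.2* (Xetrov72021238) rose 229-fold and *foxi1* (Xetrov72039370) 81.8-fold from 4.0 hpf, *foxa4* (Xetrov72010022) 431-fold from 4.5 hpf and *foxa1* (Xetrov72013908) 5.08-fold from 6.5 hpf, or 153-fold with the smaller chance step. Rises of *foxa2* (Xetrov72001128) and *foxi4.1* (Xetrov72021167) gave no run with the printed chance step. Their counts went from 28 and 9 at 6.0 hpf to 1005 and 569 at 9.5 hpf of Series 2. Levels of *foxi2* (Xetrov72039397) were 16282 normalised reads at 0 hpf of Series 1 and 103 at 9.5 hpf of Series 2, from different females. Within Series 2 its counts went from 10852 at 2.5 hpf to 113 at 9.5 hpf. Series 3 showed no such loss. Its polyA+ counts of *foxi2* were 20319 of 17348620 at 0 hpf and 7053 of 6549992 at 9.0 hpf. Replicate libraries at 6.5 hpf gave 2435 and 1928 normalised reads for *wnt8a*, and 4491 and 6406 for *foxa4*.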

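The onsets of the Series 3 genes lay within 0.5 h of each other. Runs of *ventx1.1* (Xetrov72026749) (336-fold) and *ventx2.2* (Xetrov72026460) (381-fold) began at 5.0 hpf. Those of *oct91* (Xetrov72003451) (65.5-fold), *ventx1.2* (Xetrov72026836) (259-fold), *ventx2.1* (Xetrov72026459) (491-fold) and *sox2* (Xetrov72001526) (35.9-fold) began at 5.5 hpf. Reads shared by more than 1 gene had been discarded by the authors, so levels of the closely related *ventx* genes may be underestimated. No run was found for *sox1* (Xetrov72030395) at the 30-min points with the printed chance step. With the smaller chance step it rose 50.8-fold from 5.0 hpf.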

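For *mix1* (Xetrov72001388), the run in Series 2 began at 4.0 hpf with a fold change of 187, and that in Series 3 at 5.0 hpf with a fold change of 2074. The replicate libraries at 4.5 hpf held 55.8 and 71.6 normalised reads.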

Illumina RNA-seq polyA+ libraries were constructed from each sample in Series 1 and 2. 

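Ribo-Zero libraries cover whole hours from 0 to 8.0 hpf, and each was paired with a polyA+ library made from the same RNA. For hourly onsets the run rule was applied to the whole-hour points of both library types, with the last 2 points allowed as a run. Rates of change were also compared by a fit across all genes, which used 8 libraries for each of 2 windows, 0 to 3 hpf and 5 to 8 hpf. In edgeR's quasi-likelihood test with TMM normalisation, a straight line in time was fitted to each library type and the difference between both slopes was tested. The 4 time points of a window took the place of replicates, which leaves 4 residual degrees of freedom. Genes with at least 10 counts in at least 4 of the 8 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method. In simulated libraries with slopes that differed by 1 log2 unit per hour in 200 of 11515 genes, the test recovered 176 of these genes and called 5 others. All simulated genes had a single dispersion and straight slopes, so genes with other dispersions or abrupt changes were not covered. Changes in log2 were calculated after adding 10 normalised reads.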

Series 3 samples were split after total RNA extraction, and used to make polyA+ (all samples) and ribosomal depleted Ribo-Zero libraries (whole-hour time points up to 8.0 hpf). Illumina sequence reads were mapped against the *X. tropicalis* transcriptome to generate gene counts (Materials and Methods).

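Dividing the deposited counts by each library's total without the ribosomal row and multiplying by 25000000 gave the deposited normalised values. The largest relative difference was 4.83e-07 for Series 1 and 2 and 3.23e-07 for Series 3. Onset counts were unchanged with the deposited normalised values, with 528 rising and 2 falling genes by either route.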

Read counts were normalised by total mapped reads per library, and expression profiles were constructed from these data (Materials and Methods). These can be accessed at GEO, under accession number GSE56242, and at http://genomics.nimr.mrc.ac.uk/apps/profiles/. Data can be interrogated by gene name (Fig. 1B-D) or by expression onset time (see below).

The expression profiles were used to identify genes showing rapid and sustained changes in transcript levels. To find these, we required that there should be a run of at least three successive time points at which the point-to-point rise, or fall, in expression level was more than would be expected by chance. We defined an onset time as the first of the time points, and calculated the fold change over the run (Fig. 1E; Materials and Methods). Unless otherwise stated, onset times reported in this work will have an associated fold change ≥10. Lists of genes with onset times and fold changes are in supplementary material Table S1. The polyA+ and Ribo-Zero profiles were used together to discriminate between changes in the adenylation status of mRNAs and changes of mRNA level brought about by transcription or degradation (see below).

Overall, our RNA-seq time courses contained data points for between 17,851 (Series 3) and 21,751 (Series 1 and 2) genes. 

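The count tables held 21750 gene rows for Series 1 and 2 and 20193 for Series 3, each with at least 1 count. A further 3 and 7 rows named no gene. A count of at least 10 in some library was reached by 15560 genes in Series 1 and 2 and by 17274 in Series 3. Both tables shared 19372 rows, and 14579 and 14069 rows respectively carried a gene name. Of 13960 names, 13128 were found among 28858 genes of a later annotation, which was used for names alone because it belongs to another genome assembly.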

We first analyse the consistency and reproducibility of the data.

### Consistency and reproducibility

High-resolution sampling has the benefit that neighbouring points act as replicates. This can be seen in the Pearson correlation coefficients shared between all adjacent time points over the three series (0.98±0.014, mean±s.d.), which compare favourably with the Pearson correlations of 0.98 and 0.94 between the Series 2 biological replicates at 4.5 and 6.5 hpf, respectively (Fig. 2A). This high degree of internal consistency within each time series suggests that the data will accurately reflect the underlying processes being tracked in each clutch of embryos.

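Across genes, Pearson correlations between adjacent polyA+ time points of the 3 series averaged 0.981 with an SD of 0.0283 over 38 pairs. They ranged from 0.856 to 1.00. Means were 0.955 over 6 pairs in Series 1, 0.984 over 14 in Series 2 and 0.988 over 18 in Series 3. The lowest value of Series 1 (0.897) and that of Series 3 both involved 0 hpf. The Series 2 replicates correlated at 0.988 at 4.5 hpf and 0.982 at 6.5 hpf, with Spearman coefficients of 0.968 and 0.972. Adjacent hourly Ribo-Zero points averaged 0.979 over 8 pairs. Among other scales, square roots moved the polyA+ mean most, to 0.988, and log2 values gave 0.975. These coefficients are taken across genes, which are not independent replicates. From them the paper proposes that the data track the underlying processes in each clutch accurately.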

**Fig. 2.**
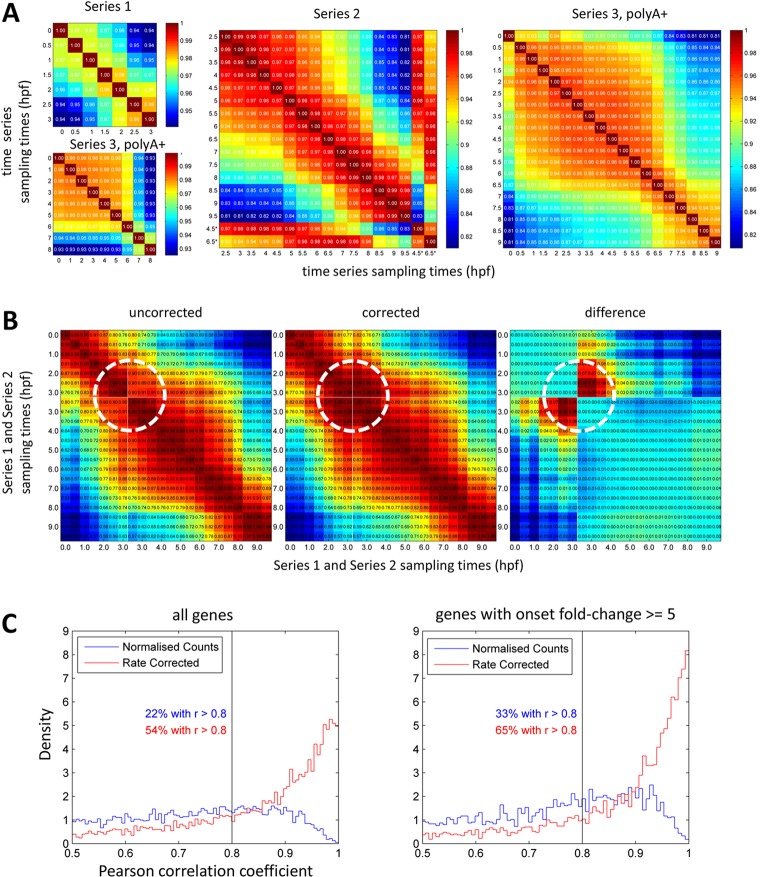
**Consistency and reproducibility in time series data.** (A) Pairwise Spearman correlation between all samples for each series; asterisks mark replicates in Series 2 (4.5 and 6.5 hpf). We chose ranked Spearman correlations over Pearson correlations as they reveal better the biological structure in the data. (B) Pairwise Spearman correlation between Series 1 and 2 samples for genes with onset fold change ≥5 validates per gene correction to join time series (see text). Circles mark cross-correlations around join. (C) Histograms of Pearson correlation coefficients between genes in Series 1/2 joined data and Series 3. Left: all genes with median normalised read count >10; right: genes with onset fold change ≥5 in either series. Blue, compared by actual sampling times; red, compared with Series 3 development rate correction.

In considering consistency between series, we first explored the relationship between Series 1 and 2 within their overlap. The expression profiles of some genes failed to join cleanly, although the trends agreed (Fig. 3A). This is likely to be an effect of relative normalisation. 

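Levels of *hspa8* (Xetrov72025443) at 2.5 and 3.0 hpf were 11025 and 17382 normalised reads in Series 1, against 9328 and 15330 in Series 2. For *akt2* (Xetrov72013687), Series 1 gave 521 and 883 and Series 2 gave 1131 and 1679. For *trim24* (Xetrov72038036), the same points gave 4766 and 6294 in Series 1 and 2952 and 4149 in Series 2. Each gene rose between both points in both series.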

We removed the bias by applying ‘per gene’ correction factors (Materials and Methods), which improved the correlation surrounding the join to the same level as a single fertilisation (Fig. 2B; Fig. 3A). This validated the creation of a combined Series 1/2 containing 20,661 of the 21,751 genes in the separate Series 1 and 2, and increased the number of onsets detected from 1386 to 1758. 

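Of the 11541 genes above 10 normalised reads in the overlap, 75.5% had Series 1 and 2 means within 2-fold of each other, with a median ratio of 0.873 and a 5th to 95th percentile range of 0.401 to 3.2. Among 470 genes with an onset of at least 5-fold, the Spearman correlation across genes between the series rose with the per gene factor from 0.924 to 0.959 at 2.5 hpf and from 0.936 to 0.967 at 3.0 hpf. Neighbouring points within Series 1 correlated between 0.906 and 0.923, and those within Series 2 between 0.896 and 0.979. The factor was calculated from the same points, so the correlations at 2.5 and 3.0 hpf are raised by construction. Between 2.0 hpf of Series 1 and 2.5 hpf of Series 2 the coefficient rose from 0.926 to 0.937. Under the smaller step, which gave 4211 such genes, the correlation at 3.0 hpf rose from 0.943 to 0.998.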

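With ratios of the means between 0.1 and 10, and corrected values that differed by no more than the chance step, 19125 of 21750 genes were joined. Adding 10 to both means before the ratio gave 21699, and the smaller chance step 15390. Separately, Series 1 and 2 gave 367 genes with a rising onset, and 383 once the joined series was added. The smaller chance step gave 1386 and 1762.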

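Among the 2625 genes that were not joined, the mean of Series 1 exceeded that of Series 2 by more than 10-fold for 823 and fell short of it by more than 10-fold for 1802. Nothing was added to the means in these ratios, so a few reads against none counted as more than 10-fold. With 10 added to both means, most of these genes were joined, so most of these ratios do not show a divergence above low levels. The 4487 genes without reads at these points in either series counted as joined. None was left out for corrected values beyond the chance step.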

We noted that some of the genes excluded from the joined series showed highly divergent expression profiles in the separate series (Fig. 3B,C). Henceforth, Series 1/2 will refer to the joined series, whereas Series 1&2 will refer to data derived from the combined Series 1, Series 2 and Series 1/2.

**Fig. 3.**
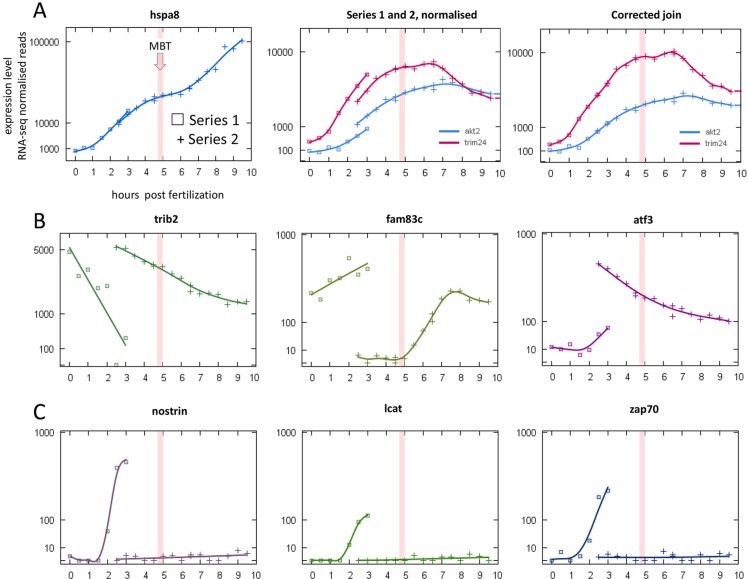
**Expression profiles showing variability in normalised maternal mRNA levels.** Study of overlapping data points between Series 1 (squares) and Series 2 (crosses). (A) Almost clean joins (left) and small offsets between series (middle) corrected with a per gene adjustment (right) (see text). (B,C) Highly divergent expression profiles suggest real variability in underlying populations of maternal mRNAs between clutches (from different mothers).

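Levels of *trib2* (Xetrov72001422) at 2.5 and 3.0 hpf were 0 and 277 normalised reads in Series 1, against 5198 and 5161 in Series 2. From 0 to 2.0 hpf the 5 libraries of Series 1 gave 2231 to 4844 for *trib2*. For *atf3* (Xetrov72001921) Series 1 gave 46.6 and 70.8 and Series 2 gave 588 and 534. The opposite was seen for *fam83c* (Xetrov72017537), with 477 and 541 in Series 1 and 3.26 and 0 in Series 2. Also present in Series 1 were *nostrin* (Xetrov72005050) with 519 and 587, *lcat* (Xetrov72009856) with 89.6 and 122, and *zap70* (Xetrov72020039) with 241 and 298 normalised reads. These 3 genes had at most 3 counts in any Series 1 library from 0 to 1.5 hpf, and 47, 13 and 22 counts at 2.0 hpf, so their Series 1 levels rose within the series. In Series 2 they had at most 2.35 normalised reads at both points (*zap70* at 3.0 hpf), within the limit that a count of 0 allows. Each point rests on a single library of 50 embryos from 1 female per series, and the paper proposes that maternal mRNA populations vary between clutches.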

We next compared the joined Series 1/2 data with the Series 3 data by computing Pearson correlation coefficients between them over the expression profiles for each gene. These correlated best when the Series 3 data were corrected for developmental rate (Materials and Methods), which raised the number of genes sharing correlation coefficients >0.8 from 33% to 65% (Fig. 2C).

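Profile correlations between Series 1/2 and Series 3 were calculated for each gene over time, with Series 1/2 interpolated linearly. Among genes with an onset of at least 5-fold, 44.7% of 640 exceeded 0.8 at actual sampling times and 67.0% of 639 after Series 3 times were multiplied by 0.8. Among all 10467 genes with a median above 10 in both series, the shares were 21.7% and 29.1%. At the intercept of -0.5, the shares among onset genes were 32.1% and 45.6%. Smoothing, which was added after the values had been seen, moved the shares most, and smoothing both profiles as square roots gave 47.4% and 54.9% for all genes. Among the 293 of these with an onset of at least 5-fold, it raised the shares from 51.2% and 72.0% to 66.2% and 85.3%. The time points of a profile are not independent, and no p-value was calculated.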

To assess reproducibility of onset times, we took all genes with an onset in either or both of the Series 1&2 or Series 3 data, of which there were 2141. 

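Across Series 1, Series 2, joined Series 1/2 and Series 3, 528 genes had at least 1 rising onset of 10-fold or more. The smaller step gave 2028, and 527 of the 528 were among these. Apart from other chance steps, a fold threshold of 5 gave the highest count, 802, and taking the level as the mean of both points of a step the lowest, 214. DESeq2's size factors gave 581 and TMM 563.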

For those with an onset in only one set of data we allowed a fold change below the threshold in the other: this lower fold change had to be at least twofold, and could not be less than one-tenth of the higher fold change in the other time series. This gave us 1228 genes with detectable onset times in both sets of data, and these we found to be highly reproducible (Fig. 4A,B, upper panel), although the fold changes were less so (Fig. 4A, inset). In addition, these data confirm the developmental delay of Series 3 predicted from the cleavage stage cell cycle times (Fig. 4A). 

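Under the rule for the second data set, 206 genes had an onset in both Series 1&2 and Series 3. After Series 3 times were multiplied by 0.8, 84.5% of them lay within 0.5 h and 94.2% within 1 h. In 10000 shuffled pairings of the onset times the share within 0.5 h had a median of 47.1% and a maximum of 57.8% (permutation p = 1e-04, the smallest that 10000 shuffles can give; genes are not independent replicates). With the smaller chance step, 1194 genes had onsets in both data sets and 57.0% lay within 0.5 h. Fold changes differed by less than 2-fold for 43.2% of the 206 genes and for 28.0% of the 1194. Named genes with the largest folds and onsets within 1 h in both data sets included *gatm* (Xetrov72039149), with 2344-fold from 4.5 hpf in Series 1&2 and 886-fold from 6.0 hpf in Series 3. *krt* (Xetrov72018107) rose 1661-fold from 5.0 hpf and 363-fold from 6.0 hpf, *atp12a* (Xetrov72000293) 801-fold from 4.5 hpf and 735-fold from 5.5 hpf, and *eomes* (Xetrov72033738) 730-fold from 4.0 hpf and 737-fold from 5.0 hpf.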

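Without scaling of the Series 3 times, 11.7% of the 206 genes and 35.5% of the 1194 genes lay within 0.5 h. Among genes with a Series 1&2 onset from 3.0 hpf, onsets in Series 3 came a median of 1 h later by the clock in either set. From this shift the paper reasons that Series 3 developed more slowly by the amount that its cell cycle gives.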

Reproducibility of onset times between data sets was highest in the later cleavage stages and around the MBT, and somewhat lower in the early cleavage stages.

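With the printed chance step, 205 of the 206 genes had their Series 1&2 onset at or after 3.0 hpf, and 84.4% of them lay within 0.5 h after scaling. The single earlier gene was *ildr1* (Xetrov72029838), which was singled out after its values had been seen. Under the smaller step, 66.7% of 538 later genes and 49.1% of 656 earlier genes lay within 0.5 h. For the earlier genes the share at actual sampling times was 50.5%.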

**Fig. 4.**
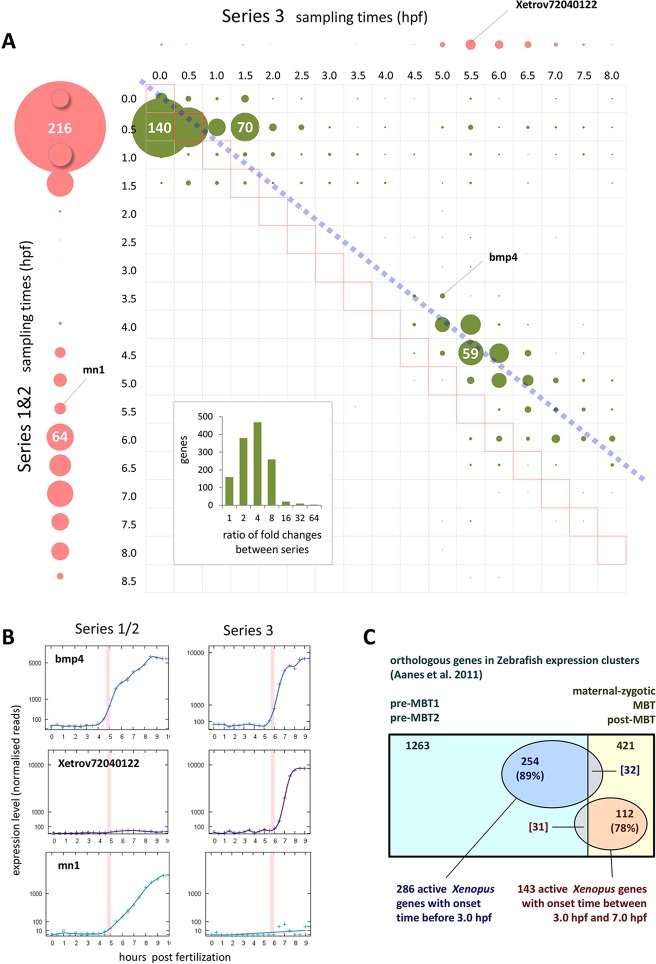
**Reproducibility and conservation in time series data.** (A) Reproducibility of onset times between Series 1&2 and Series 3. Genes with an onset time and at least a tenfold change in one or both series plotted in circles of size proportional to the numbers of genes (figures shown in white for scale). Single gene circles are not plotted. Green circles represent genes with onset fold change of at least 2× in the other time series, allowing for significant difference in fold change (see text). Genes in circles adjacent to dashed blue line (developmental time equivalence between Series 1&2 and Series 3; see Materials and methods) are considered to have reproducible onsets. Pink circles represent genes having detectable onset in only Series 1&2 (vertical axis) or Series 3 (horizontal axis). Inset: numbers of genes with onsets in both series at different ratios of fold change. (B) Examples of genes (marked in A) showing: reproducible onset times (*Bmp4*); no detectable onset in Series 1&2 (*Xetrov72040122*); and no detectable onset in Series 3 (*Mn1*). (C) Conservation shown in overlap between *Xenopus* and zebrafish genes associated with either polyadenylation or transcription. Numbers show frog-fish orthologues; genes in zebrafish expression profile clusters (Aanes et al., 2011) shown in rectangles, and *X. tropicalis* genes with onset times indicating polyadenylation or transcription (fold change threshold ≥5) shown in ovals.

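For *bmp4* (Xetrov72013980), a run of 47.7-fold began at 4.0 hpf in Series 2 and one of 215-fold at 5.0 hpf in Series 3. Xetrov72040122, a row without a gene name, rose 306-fold from 5.5 hpf in Series 3 and had no run in Series 1 or 2, where it did not exceed 20.7 normalised reads. For *mn1* (Xetrov72018957), a run of 12.0-fold began at 4.5 hpf in Series 2, and polyA+ levels in Series 3 gave none. The Ribo-Zero libraries of Series 3 gave a run of 10.7-fold for *mn1* from 5.0 hpf.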

Overall, we found consistency within time series and reproducibility between them, especially with regard to onset times; however, we also found significant differences in the behaviour of some genes.

### Rising polyA+ transcript levels: successive waves of activity

As outlined above, we found 2141 genes in the three time series that showed a sustained increase in polyA+ transcript levels. These had onset times distributed in three waves of activity between fertilisation and early gastrulation: the first between fertilisation and the 64-cell stage, the second from the 128-cell stage through MBT to stage 9, and the third from stage 9 to shortly before stage 10 (Fig. 5A, upper). 

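By series, rising onsets were found for 34 genes in Series 1, 333 in Series 2, 285 in joined Series 1/2 and 328 in Series 3. An intercept of -0.5 gave 565, 823, 1328 and 764. To see how many onsets arise without a time order, the time points of each series were shuffled 100 times, with the same order for all genes. At least as many rising genes appeared in 23 shuffles of Series 1, 29 of Series 2 and 23 of Series 3, with medians of 1, 118.5 and 148.5 genes. At the intercept of -0.5 the numbers of such shuffles were 4, 21 and 33. Shuffled orders can leave several late points in sequence, so they do not remove every trend.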

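In Series 1, 2 genes had onsets at 0 hpf, 10 at 0.5 hpf, 3 at 1.0 hpf and 19 at 1.5 hpf. The first of these groups held *nlk.2* (Xetrov72037310) and the unnamed Xetrov72005975, and the third held *ccnb3* (Xetrov72013950), *hspa8* and the unnamed Xetrov72003283; apart from *ccnb3* and *hspa8* these were named after their values had been seen. Onsets in Series 2 numbered 6 at 3.5 hpf, 57 at 4.0 hpf, 95 at 4.5 hpf, 37 at 5.0 hpf and 11 at 5.5 hpf. A further 42 began at 6.0 hpf and 17 at 6.5 hpf, followed by 12 to 20 at each point up to 8.5 hpf. With the smaller chance step, Series 1 gave 107, 386, 45 and 27 onsets at the same points. Series 2 then gave 7 onsets at 3.0 hpf, 22 at 3.5 hpf, 148 at 4.5 hpf, 64 at 5.5 hpf and 124 at 6.0 hpf.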

The timing of the waves was reproducible, although the third wave was only weakly detected in the developmentally shorter Series 3. 

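Onsets in Series 3 numbered 10 at 4.5 hpf, 39 at 5.0 hpf, 110 at 5.5 hpf, 79 at 6.0 hpf and 39 at 6.5 hpf, and then fell from 23 at 7.0 hpf to 11 at 8.0 hpf. No second peak was seen at fold 10. Under the smaller step, 175 onsets at 5.5 hpf were followed by 130, 73, 52, 27 and 22 at the later points. The iterative re-test behind the 2-fold curve of Fig. 5A was not repeated.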

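Up to 3.5 hpf, Series 3 gave 4 genes with a rising onset, *pid1* (Xetrov72006097), *ildr1*, *bscl2* (Xetrov72010454) and the unnamed Xetrov72006156, which were named after their values had been seen. None of the 34 genes of Series 1 was among them. The smaller chance step gave 177 genes in Series 3, of which 94 were also among the 565 of Series 1.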

The numbers of genes in the first wave differed between Series 1 and Series 3 (discussed below). The gap in the activity profiles between Series 1 and Series 2 was confirmed in the Series 3 data to contain few onset times. 

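Between 1.0 and 4.0 hpf, Series 3 gave no rising onset at its 30-min points with the printed chance step. At the intercept of -0.5, 11 genes had an onset at 1.0 hpf, 20 at 1.5 hpf, 4 at 2.0 hpf, 2 at 3.5 hpf and 3 at 4.0 hpf. Onsets at 2.5 hpf in Series 2 are left out by the rule, so within Series 1&2 that point is covered by the joined series alone.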

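Genes were assigned to a wave by the onset of their largest run in Series 1&2, before 3.0 hpf for the first, from 3.0 to 5.0 hpf for the second and from 5.5 to 6.5 hpf for the third. Median fold changes were 15.4 for 35 genes, 54.1 for 204 genes and 34.6 for 74 genes. The difference between the first and the second was -1.81 log2 units (permutation test, two-sided p = 0.00127, adjusted p = 0.0019 over 3 comparisons). Against the third it was -1.17 (permutation p = 8.5e-04, adjusted p = 0.0019). The second and the third differed by 0.65 (permutation p = 0.0544), and by 1.47 at a fold threshold of 5. These tests run across genes, which are not independent replicates. Of the third wave, *ror2* (Xetrov72019367) (649-fold from 6.0 hpf), *darmin* (Xetrov72034159) (242-fold from 6.0 hpf), *myt1* (Xetrov72016721) (134-fold from 6.0 hpf), *phldb3* (Xetrov72025837) (128-fold from 5.5 hpf) and *fgd1* (Xetrov72008617) (85.4-fold from 5.5 hpf) had the largest folds among named genes with a matching run in Series 3. No gene of the first wave met that condition.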

We observed that the onset fold changes of genes in the first wave were generally smaller than those in the second and third waves (Fig. 5A,B).

**Fig. 5.**
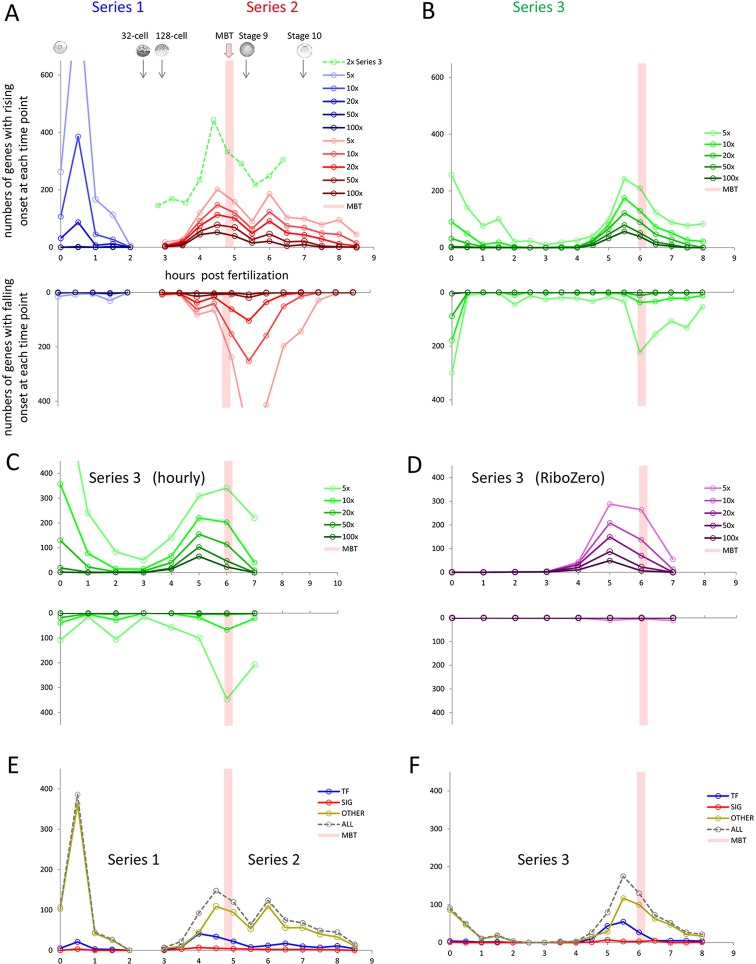
**Gene activity profiles showing successive waves.** Each plot shows the number of genes with onset times at each sampling point in the various time series, showing the data for different fold change thresholds (see text). Positive vertical axes represent onset of rising transcript levels, negative axes represent onset of falling levels. All data are plotted against actual sample times, except the 2× Series 3 in A, which is corrected for development rate (Materials and Methods). MBT (pink bar) gives consistent developmental time scale. (A) PolyA+ Series 1 and 2. Also shown is time-adjusted Series 3 data using a more sensitive end-of-series 2× threshold (Materials and Methods) to show detection of the third wave in this developmentally shorter time series. (B) PolyA+ Series 3. (C) PolyA+ Series 3 analysed at one-hour intervals. (D) Ribo-Zero Series 3. (E,F) Activity profiles using 10× threshold, organised by gene type: TF, transcription factor; SIG, signalling molecules and receptors; other, genes not classified as TF or SIG. Stage diagrams reproduced from Nieuwkoop and Faber (Nieuwkoop and Faber, 1994) with permission of Garland Science/Taylor & Francis, LLC.

### Characterisation of the waves

To distinguish between zygotic transcription and polyadenylation of maternal mRNAs, we used the hourly time points in Series 3 to compare polyA+ and Ribo-Zero data (Fig. 5C,D, upper). Before 2.0 hpf, we found no genes with onset times in the Ribo-Zero data, compared with 434 in the polyA+ data, indicating that the rapid increases seen in the polyA+ data are due to polyadenylation of maternal mRNA and not to transcription (Fig. 6B). 

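At hourly points, 40 genes had a polyA+ onset before 2.0 hpf and no gene had a Ribo-Zero onset. The smaller step gave 492 and 0. At the 30-min points of the same polyA+ series the printed chance step gave 4 genes, and with TMM 18 genes had an hourly onset. The 40 genes rose by a median of 2.94 log2 units in polyA+ libraries from 0 to 2.0 hpf and by 0.09 in Ribo-Zero libraries, where they started at a median of 2172 normalised reads. None of them rose more than 2-fold in Ribo-Zero libraries. In the fit across all genes, slopes from 0 to 3 hpf differed between library types for 2047 of 11521 genes at an adjusted p under 0.05 (edgeR), with 1094 higher and 953 lower in polyA+. At an unadjusted p under 0.05 there were 4371. Scaling by library size alone gave 2342 genes, of which 75.5% were higher in polyA+, against 53.4% with TMM. DESeq2's likelihood ratio test gave 2794 genes, of which 43.8% were higher, so the more frequent direction depended on the method. Without the 2 or the 3 hpf libraries no gene passed, with 2777 and 1866 at an unadjusted p under 0.05. Without 0 hpf 461 genes passed, and without 1 hpf 4988. With the time point of the shared RNA as a block no gene passed, with 3311 at an unadjusted p under 0.05. Series 3 also holds rows AC_EC5 and AC_EC17, which name no gene. With scaling to these rows 104 genes passed, 7 of them higher in polyA+, and the median slope difference of all genes was -0.21 log2 units per hour, against -0.01 with TMM. Of 51 genes named by the paper that were tested, 24 passed when p was adjusted over the list alone and 19 when adjusted over all genes. The authors chose part of these genes on the same libraries, so the first count is not fully independent evidence. Because polyA+ levels rose while Ribo-Zero levels did not, the paper concludes that the early increases reflect polyadenylation of maternal mRNA rather than transcription.

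**Figure D2:**
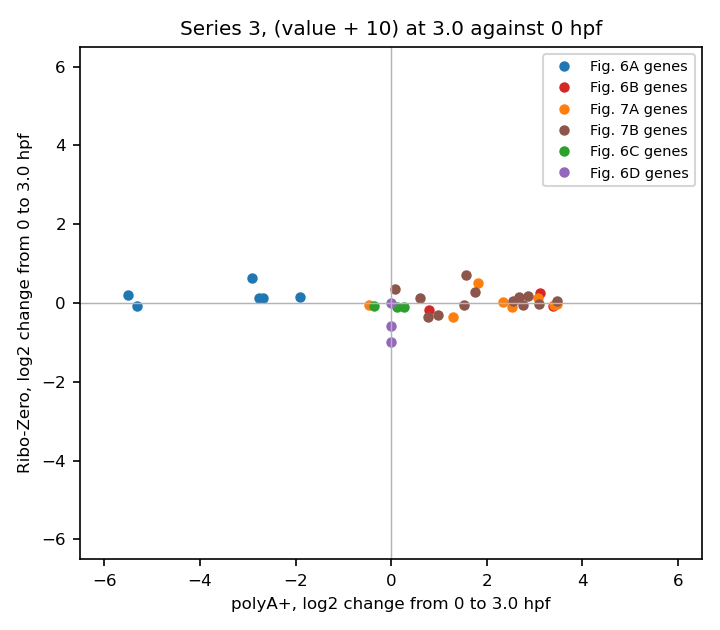
Change from 0 to 3.0 hpf in log2 units in polyA+ libraries (x axis) and in Ribo-Zero libraries (y axis) for genes of Figs 6 and 7 of the paper; each point is 1 gene, with 1 library per library type and time point. For *aurka* (Xetrov72017409) the change was -5.31 in polyA+ and -0.06 in Ribo-Zero libraries.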

After 3.0 hpf, the polyA+ and Ribo-Zero data become similar, indicating that transcription is now predominant (Fig. 6D).

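After 3.0 hpf, 410 genes had an hourly polyA+ onset and 316 a Ribo-Zero onset, and 209 had both. Of these, 143 (68.4%) began at the same hour and 207 within 1 h. An intercept of -0.5 gave 545, 394 and 278, with 63.3% at the same hour. Onsets in polyA+ libraries numbered 16 at 4 hpf, 165 at 5 hpf, 185 at 6 hpf and 44 at 7 hpf, against 18, 160, 124 and 14 in Ribo-Zero libraries. The remaining Ribo-Zero onset lay at 2 hpf and belonged to the unnamed Xetrov72003861, named here after its values had been seen. At 2 and 3 hpf it held 0 and 3 counts, so the start of its run is at the limit of detection.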

**Fig. 6.**
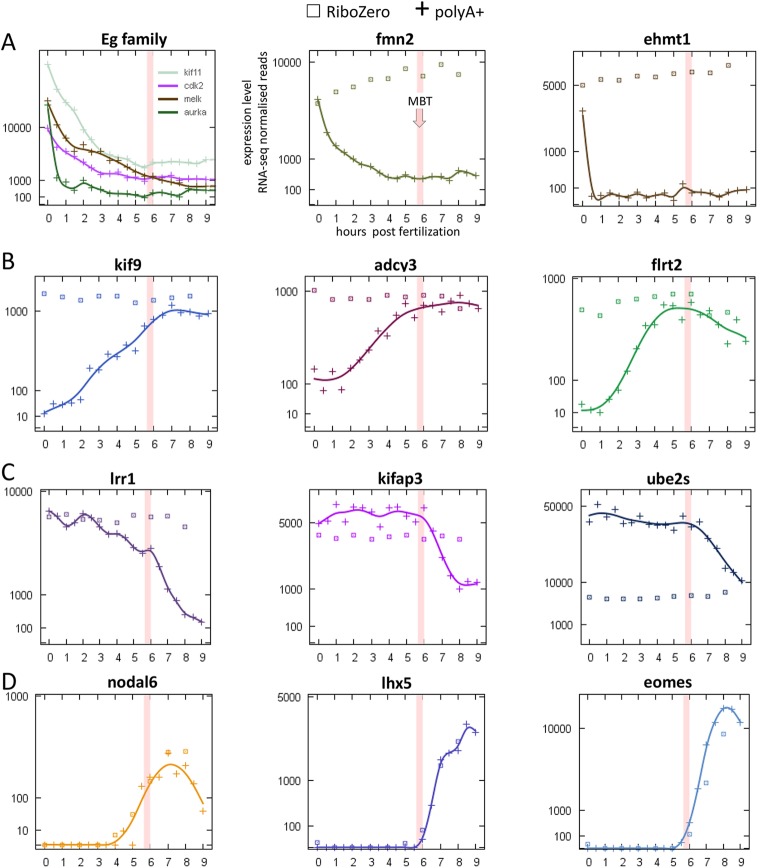
**Expression profiles of split sample polyA+/Ribo-Zero RNA-seq data illustrating mechanisms underlying changes in polyA+ transcript levels.** Data from Series 3: squares, Ribo-Zero; crosses, polyA+. (A) Eg family of genes: controls for detection of post-fertilisation deadenylation of maternal mRNAs; and other deadenylated genes. (B) Post-fertilisation polyadenylation of maternal mRNAs. (C) Deadenylation of maternal mRNAs at MBT. (D) Transcriptional activation of genes with onset time in the second wave.

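From 0 to 3.0 hpf the polyA+ levels of *cdk2* (Xetrov72031041), *aurka*, *melk* (Xetrov72023632) and *kif11* (Xetrov72024951) changed by -2.69, -5.31, -1.92 and -2.78 log2 units, and their Ribo-Zero levels by 0.12, -0.06, 0.15 and 0.13. Slopes differed between library types by -1.03 log2 units per hour for *cdk2* (standard error 0.0716, adjusted p = 0.00559 from edgeR) and by -1.81 for *aurka* (standard error 0.399, adjusted p = 0.0265 from edgeR). For *melk* the difference was -0.78 (standard error 0.129, adjusted p = 0.0131 from edgeR) and for *kif11* -1.07 (standard error 0.0731, adjusted p = 0.00559 from edgeR). *fmn2* (Xetrov72000114) changed by -2.91 in polyA+ and 0.63 in Ribo-Zero libraries, with slopes that differed by -1.27 (standard error 0.158, adjusted p = 0.00793 from edgeR). *ehmt1* (Xetrov72036811) changed by -5.51 and 0.21, and its slopes did not differ at the threshold (-2.59, standard error 0.759, adjusted p = 0.0557 from edgeR). Its polyA+ counts were 2150 at 0 hpf and 19, 14 and 18 at 1, 2 and 3 hpf. Such an abrupt fall departs from the straight line of the fit, and the departure enters the standard error. With scaling to the AC_EC rows the slope differences of *cdk2*, *aurka*, *melk* and *kif11* stayed below 0 and none passed the threshold. None of the 5 genes that passed did so with the time point of the shared RNA as a block (adjusted p from edgeR 0.0614 for *cdk2* and 0.0890 for *aurka*), or without the 2 or the 3 hpf libraries.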

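Levels of *kif9* (Xetrov72033505) changed by 3.38 log2 units in polyA+ libraries from 0 to 3.0 hpf and by -0.07 in Ribo-Zero libraries, and its slopes differed by 1.23 per hour (standard error 0.204, adjusted p = 0.0134 from edgeR). With the time point as a block the adjusted p of *kif9* was 0.0669 from edgeR, and without the 0, the 2 or the 3 hpf libraries or with scaling to the AC_EC rows it did not pass either. For *flrt2* (Xetrov72013167) the changes were 3.12 and 0.25 and the slopes differed by 1.16 (standard error 0.352, adjusted p = 0.0612 from edgeR). For *adcy3* (Xetrov72036548) they were 0.78 and -0.19, with a slope difference of 0.22 (standard error 0.152, adjusted p = 0.334 from edgeR).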

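Between 4.0 and 8.0 hpf *lrr1* (Xetrov72013945) changed by -3.82 log2 units in polyA+ libraries and by -0.10 in Ribo-Zero libraries, *kifap3* (Xetrov72008729) by -2.63 and -0.08, and *ube2s* (Xetrov72027117) by -1.30 and 0.32. From 5 to 8 hpf the slopes differed by -0.95 per hour for *lrr1* (standard error 0.188, adjusted p = 0.0283 from edgeR) and by -0.71 for *kifap3* (standard error 0.159, adjusted p = 0.0411 from edgeR). For *ube2s* the difference of -0.31 was not past the threshold (standard error 0.107, adjusted p = 0.124 from edgeR). Both *lrr1* and *kifap3* passed with the time point as a block, and neither passed with scaling by library size or to the AC_EC rows, or without the 6, the 7 or the 8 hpf libraries.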

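A Ribo-Zero run of *eomes* began at 5.0 hpf with a fold change of 907, at the same hour as its polyA+ run. For *lhx5* (Xetrov72021031) the Ribo-Zero run began at 5.0 hpf (113-fold) and the polyA+ run at 5.5 hpf (170-fold). Ribo-Zero libraries exist at whole hours only, and the polyA+ run was called on more closely spaced points. The later polyA+ time therefore does not show a lag behind Ribo-Zero levels. *nodal6* (Xetrov72039327) had a Ribo-Zero run from 4.0 hpf (13.7-fold) and no polyA+ run with the printed chance step. From 5 to 8 hpf, slopes of polyA+ and Ribo-Zero levels did not differ for *eomes* (0.02 log2 units per hour, standard error 1.09, adjusted p = 1 from edgeR), *lhx5* (0.52, standard error 1.26, adjusted p = 0.851) or *nodal6* (0.35, standard error 0.718, adjusted p = 0.821). The standard errors do not rule out differences of 1 log2 unit per hour.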

This was independently confirmed by measuring total mRNA levels with the NanoString nCounter (Geiss et al., 2008). Our test set contained 22 early-onset genes (before 3.0 h in Series 1/2), and 17 late-onset genes (at or after 3.0 hpf in Series 1/2). Embryos were collected at 15-min intervals from fertilisation until 9.0 hpf and the resulting NanoString counts were normalised against *Odc1* (Materials and Methods). Genes in the early-onset group showed constant levels of total mRNA over the first 3 hours while their polyA+ levels were rising, consistent with polyadenylation of maternal mRNAs (Fig. 7A,B). Genes in the late-onset group showed low levels of total mRNA initially, rising synchronously with the polyA+ data after 3.0 hpf, consistent with zygotic transcription (Fig. 7C).

**Fig. 7.**
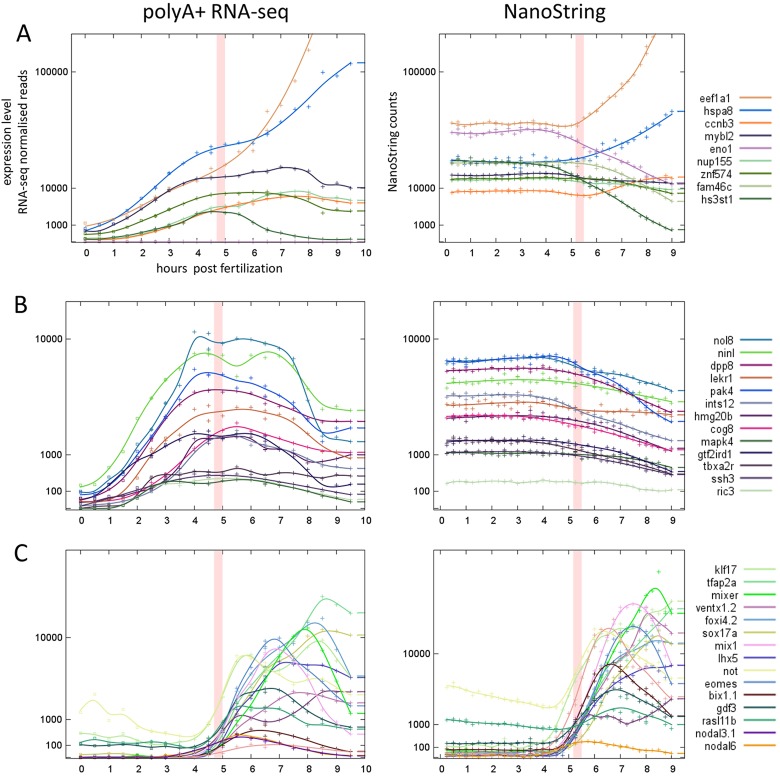
**Comparison of polyA+ and total mRNA expression profiles confirming underlying mechanisms.** Although the polyA+ mRNA and NanoString total RNA data are taken from different clutches, the two data sets are entirely consistent. (A,B) Higher and lower expression level genes with onset times before 3.0 hpf showing polyadenylation of maternal mRNAs. (C) Genes with onset times after 3.0 hpf showing zygotic transcription.

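The polyA+ profiles of Series 1 gave runs for 10 of the genes, and the NanoString counts were not analysed here. Fold changes were 34.8 for *ccnb3* from 1.0 hpf, 17.0 for *mybl2* (Xetrov72016922), 13.7 for *ninl* (Xetrov72000105) and 10.3 for *gtf2ird1* (Xetrov72029137) from 0.5 hpf. From 1.5 hpf they were 27.9 for *tbxa2r* (Xetrov72021247), 21.1 for *lekr1* (Xetrov72001196), 21.1 for *ric3* (Xetrov72007996), 14.8 for *mapk4* (Xetrov72020171), 11.1 for *nup155* (Xetrov72018859) and 10.4 for *dpp8* (Xetrov72038168). With TMM the folds of *mybl2*, *gtf2ird1* and *dpp8* fell below 10, to 4.54, 9.88 and 4.82, as did that of *hspa8* in Series 1, to 7.96. In Series 3, slopes from 0 to 3 hpf were higher in polyA+ libraries for *ccnb3*, *mybl2*, *ninl* and *gtf2ird1* (adjusted p from edgeR at most 0.0107). No difference passed for *dpp8*, *lekr1*, *mapk4*, *tbxa2r* or *nup155* (-0.59 log2 units per hour for *nup155*, standard error 0.405, adjusted p = 0.322 from edgeR). With the time point as a block no gene passed. Counts of *ric3* did not exceed 9 in any Series 3 library.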

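In Series 2, runs began at 4.0 hpf for *klf17* (Xetrov72009945) (27.5-fold), *tfap2a* (Xetrov72034206) (217-fold), *sox17a* (Xetrov72036248) (45.9-fold), *not* (Xetrov72022216) (21.8-fold), *gdf3* (Xetrov72021378) (29.6-fold) and *rasl11b* (Xetrov72022140) (28.9-fold), and at 4.5 hpf for *bix1.1* (Xetrov72001236) (21.7-fold). For *nodal3.1* (Xetrov72039244) no run was found with the printed chance step, and one of 19.9-fold began at 3.5 hpf with the smaller chance step. Related *nodal3* and *bix1* genes share sequence, and reads that mapped to more than 1 gene had been discarded by the authors.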

In summary, between fertilisation and the 64-cell stage we observe a wave of polyadenylation of maternal mRNAs. This is followed by a continuous broad wave of transcriptional activation, from the 128-cell stage and extending through the MBT to the start of gastrulation at stage 9. This is closely followed by another wave of transcriptional activation lasting about 1 h and diminishing before stage 10. Characterising the waves from Series 1 and 2 data (Fig. 5E), we found that the first wave contained 551 genes, of which 28 (5%) were transcription factors and three were signalling molecules (Materials and Methods). 

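The first wave held 35 genes, and 915 with the smaller chance step. Transcription factors and signalling molecules were counted by family names of genes, because the lists of the paper were not used here. Names of transcription factor families were carried by 2 genes (5.71%), *mybl2* and *tbxa2r*, the latter a receptor gene whose name begins like those of the Tbx family. Among the other genes with a count of at least 10 the share was 4.58% (Fisher's exact test, adjusted p = 1 over 9 tests; genes are not independent). No gene of the 35 had the name of a signalling family. With the smaller chance step, 36 genes (3.93%) had a transcription factor name and 6 a signalling name.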

The second wave contained 409 genes, of which 113 (27%) were transcription factors and 20 (5%) were signalling molecules. 

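Of 204 genes in the second wave, 56 (27.5%) had the name of a transcription factor family, against 4.28% of the other genes (Fisher's exact test, adjusted p = 1.49e-27). Names of signalling families were carried by 19 genes (9.31%), against 1.22% (Fisher's exact test, adjusted p = 1.25e-10). The smaller chance step gave 402 genes, of which 93 (23.1%) and 30 (7.46%) had such names. A fold threshold of 5 gave 238 genes.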

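In the window from 5.5 to 6.5 hpf, 74 genes had their largest run, and 265 with the smaller chance step. Of the 74, 14 (18.9%) had the name of a transcription factor family, against 4.51% of the other genes (Fisher's exact test, adjusted p = 1.68e-05), and 6 (8.11%) that of a signalling family, against 1.29% (Fisher's exact test, adjusted p = 9.87e-04). Of the 265, 30 (11.3%) and 13 (4.91%) had such names.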

The third wave contained 213 genes, of which 30 (14%) were transcription factors and five were signalling molecules. GO analysis of the three waves is presented below and in Table 1.

**Table 1.**
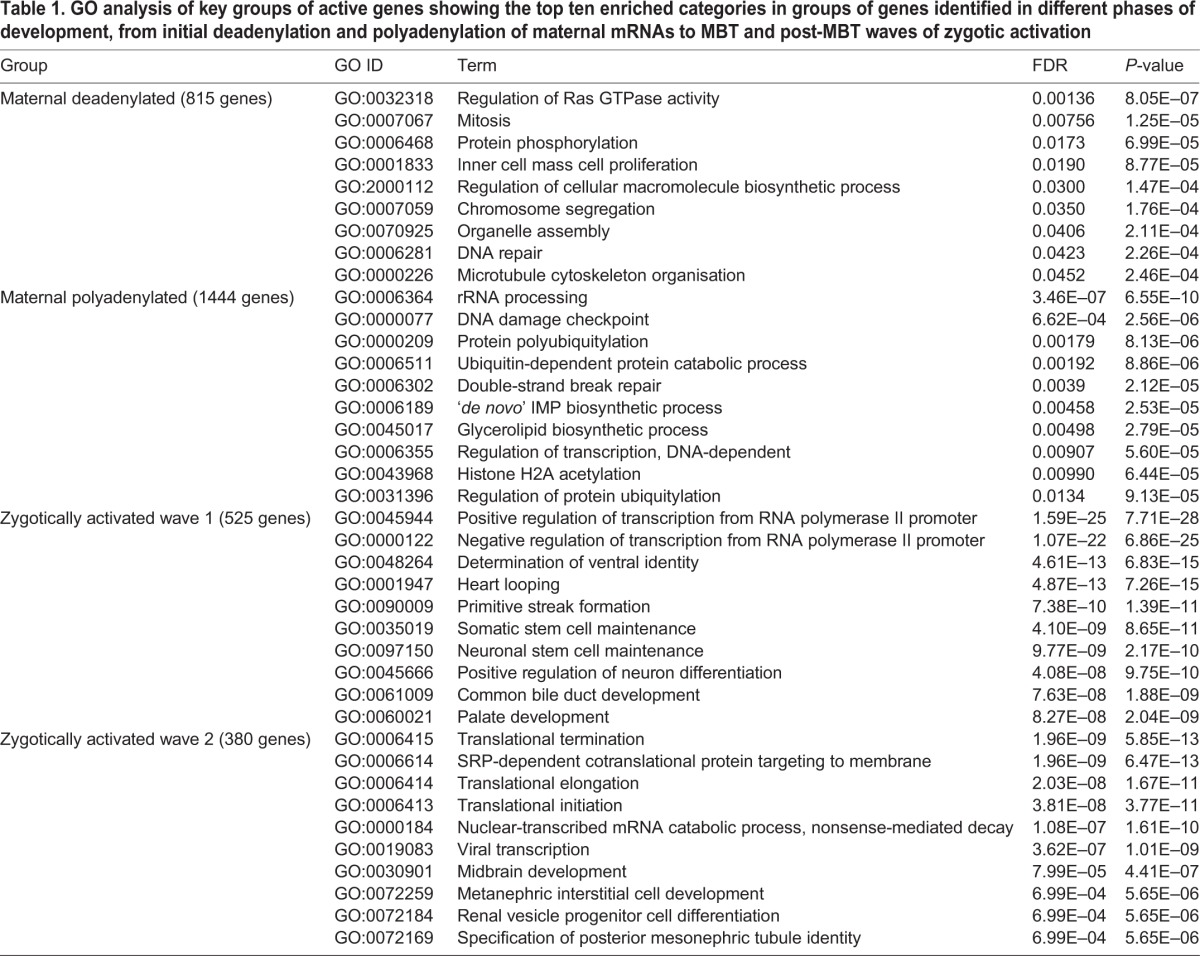
**GO analysis of key groups of active genes showing the top ten enriched categories in groups of genes identified in different phases of development, from initial deadenylation and polyadenylation of maternal mRNAs to MBT and post-MBT waves of zygotic activation**

There are more genes (551) in the polyadenylation wave than in the zygotic activation wave (409). This is consistent with data from zebrafish, in which more genes were found in clusters associated with polyadenylation of maternal mRNAs than with transcriptional activation (Aanes et al., 2011). 

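At a fold threshold of 5, the printed chance step gave 83 genes in the first wave. Under the smaller step and a fold threshold of 10, runs in separate Series 1 and Series 2 alone gave 564 genes in the first wave and 385 in the second. The order of both waves therefore reversed with the chance step.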

We note that the Series 3 data suggest that the balance between maternal polyadenylation and zygotic transcription may be variable (Fig. 5A,B, upper).

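From 4.0 hpf, Series 3 gave 324 genes with a rising onset. The smaller step gave 589 there.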

### Falling polyA+ transcript levels: deadenylation and degradation

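With the sign of the run rule reversed and the level taken at the first, higher point of each step, 2 genes of the polyA+ time series had a falling onset of at least 10-fold. They were *anubl1* (Xetrov72025359) and the unnamed Xetrov72027203, named after their values had been seen. An intercept of -0.5 gave 990. With the level taken at the lower point of each step, the printed chance step gave 105 genes and the smaller one 1048.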

We found 1092 genes in the three time series that showed a sustained decrease in polyA+ transcript levels. 

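Of the 2 falling onsets, that of *anubl1* began at 0.5 hpf in Series 3 (10.0-fold) and the other at 5.5 hpf in Series 2 (11.0-fold). At the intercept of -0.5, 162 genes of Series 3 fell from 0 hpf and 8 from 2.0 hpf. From 4.0 to 8.0 hpf Series 3 gave 93 genes, with a maximum of 29 at 6.0 hpf. In Series 2 the number of falling onsets rose from 70 at 4.0 hpf to 251 at 5.5 hpf and dropped to 12 at 7.0 hpf. These counts rest on the smaller step, which the replicate libraries of 1 time point exceed for most genes.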

There were two periods of activity, the first before the 64-cell stage and the second at MBT (Fig. 5A,B, lower). Interestingly, the earlier activity is much less obvious in Series 1 (ten genes) than in Series 3 (193 genes). 

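No gene of Series 1 had a falling onset with the printed chance step and 7 had one with the smaller chance step. Up to 3.5 hpf the numbers in Series 3 were 1 and 172. No gene was shared between the 7 and the 172. With the level at the lower point and the smaller chance step there were 8 and 190.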

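At hourly points up to 3.0 hpf, neither polyA+ nor Ribo-Zero libraries gave a falling onset of 10-fold with the printed chance step. At a fold threshold of 5 there was 1 gene in polyA+ and none in Ribo-Zero libraries. The smaller chance step gave 83 and 0 genes at 10-fold, and 231 and 6 at 5-fold.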

Comparison of the polyA+ and Ribo-Zero data over the first period in Series 3 (Fig. 5C,D, lower) indicates that the decrease is due to deadenylation rather than degradation. 

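In Series 1, which had no Ribo-Zero libraries, polyA+ levels from 0 to 3.0 hpf went from 6576 to 949 normalised reads for *cdk2*, from 29875 to 4903 for *aurka*, from 5161 to 538 for *melk* and from 26740 to 7862 for *kif11*. Among the genes tested from 0 to 3 hpf, all 4 had a lower polyA+ slope in Series 3 (Fisher's exact test against genes with a higher slope, p = 0.0468, adjusted p = 0.163 over 5 lists).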

To explore this idea further, we looked at the Eg family of genes (*Cdk2*, *Aurka*, *Melk*, *Kif11*), which are known to be deadenylated after fertilisation (Paillard et al., 1998): all showed significant loss of adenylated transcripts, albeit at somewhat different rates (Fig. 6A). 

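The polyA+ level of *aurka* in Series 3 was 16668 normalised reads at 0 hpf and 1225 at 0.5 hpf, a 13.5-fold fall. In Series 1 it was 24281 at 0.5 hpf. Ribo-Zero levels were 10945 at 0 hpf and 10473 at 3.0 hpf.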

The most rapid was *Aurka* (*Eg2*), which approached maximum deadenylation before the end of the first cell cycle. 

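For a set of rapidly falling transcripts, the polyA+ level in Series 3 had to fall at least 5-fold from 0 to 0.5 hpf and beyond the chance step, to stay at least 5-fold lower over 1 to 3 hpf, and to fall less than 2-fold from 0 to 1 hpf in Ribo-Zero libraries. The set held 273 genes, of which 247 had names. Of the 273 genes, named or not, 156 fell further than *aurka*. The median fall of the 273 genes was 15.7-fold in polyA+ and 1.01-fold in Ribo-Zero libraries. Scaling to the AC_EC rows, added after the values had been seen, moved the count most, to 1324, and a fold threshold of 10 gave 153. The smaller step gave 587. The largest falls among named genes were those of *nbeal1* (Xetrov72004169) (167-fold, from 2867 to 7.23 normalised reads), *wdr62* (Xetrov72012697) (137-fold, from 2547 to 8.68), *mapkbp1* (Xetrov72012588) (111-fold, from 5445 to 39.0), *eri2* (Xetrov72004811) (95.2-fold, from 2455 to 15.9) and *ehmt1* (93.8-fold, from 3099 to 23.1). Levels of *nbeal1* and *wdr62* at 0.5 hpf rest on fewer than 10 counts each. The 0 hpf value of every gene comes from 1 library.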

We found a further 234 genes showing similar behaviour to *Aurka* in the Series 3 data (e.g. *Ehmt1* in Fig. 6A), although we note that this conclusion depends, for each gene, on a single data point.

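At hourly points from 4 hpf, 1 gene had a falling polyA+ onset of 10-fold, *heca* (Xetrov72001188) at 6 hpf (15.1-fold), which was named after its values had been seen. At a fold threshold of 5 there were 9 genes, and at 2-fold 33. An intercept of -0.5 gave 78, 527 and 3657 genes at the same thresholds.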

The Series 3 polyA+ data showed onset of rapid loss of several hundred genes at MBT (Fig. 5C, lower). The corresponding RiboZero data (Fig. 5D, lower) showed no onsets, indicating that loss of polyA+ transcripts in this period was also by deadenylation (Fig. 6C).

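Ribo-Zero libraries gave no falling onset from 4 hpf at 10-fold, 5-fold or 2-fold with the printed chance step. With the smaller chance step there were 1, 20 and 798 genes, the first of them *dusp7* (Xetrov72011902), named after its values had been seen. In the fit across all genes, slopes from 5 to 8 hpf differed between library types for 624 of 11382 genes at an adjusted p under 0.05 (edgeR), 436 of them higher and 188 lower in polyA+. At an unadjusted p under 0.05 there were 2792. DESeq2's likelihood ratio test gave 1236, 52.5% of them higher, the block for the time point 986 and scaling by library size alone 224, of which 50.5% were higher, against 69.9% with TMM. Scaling by library size moved the median slope difference of all genes from 0.03 to -0.11, and scaling to the AC_EC rows moved it to -0.25. With the latter, Xetrov72032166 and Xetrov72015717 passed, 1 in each direction, and 709 genes had an unadjusted p under 0.05. Without 5 hpf 98 genes passed and without 8 hpf only *fgfr4* (Xetrov72038217). These 3 genes were named after their values had been seen. Without 6 or 7 hpf none passed, with 2266 and 2467 at an unadjusted p under 0.05. Of 77 genes named by the paper that were tested, 18 passed when p was adjusted over the list alone and 8 when adjusted over all genes, and the first count is not fully independent evidence, since the authors chose part of them on the same libraries. From the lack of falling onsets in Ribo-Zero data the paper concludes that polyA+ transcripts were lost by deadenylation in this period too.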

### Gene ontology (GO) analysis

We performed GO analysis (Materials and Methods) on four groups of genes showing at least a fivefold change in expression (a fivefold rather than tenfold threshold was chosen to increase the number of genes available for analysis): (1) deadenylated maternal transcripts; (2) polyadenylated maternal transcripts; (3) the first wave of zygotic transcripts; and (4) the second wave of zygotic transcripts. Table 1 lists the top ten categories in each group, with full lists in supplementary material Table S2. Interestingly, the maternal deadenylated group (in which protein synthesis is likely to be reduced) is enriched for genes involved in mitosis and DNA repair, whereas the maternal polyadenylated group (in which protein synthesis is likely to be increased) is enriched for genes involved in rRNA processing, DNA damage checkpoint and ubiquitylation. The first wave of zygotic activation is enriched for genes involved in regulation of transcription, stem cell maintenance and axis patterning and development, whereas the second wave of zygotic activation is enriched for genes involved in control of translation, and the early signs of organogenesis, in heart and kidney development.

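At the fold threshold of 5 that the paper used for this comparison, 65 of 238 genes in the second wave (27.3%) and 18 of 121 genes in the third wave (14.9%) had the name of a transcription factor family (Fisher's exact tests, adjusted p = 7.38e-32 and 2.92e-05). Signalling family names were carried by 21 (8.82%) and 9 (7.44%). No gene of either wave had the name of a ribosomal protein with the printed chance step. Under the smaller step, 17 genes of the third wave (4.55%) had one (Fisher's exact test, adjusted p = 3.67e-11). Gene ontology terms were not analysed here, and genes are not independent in these tests.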

### Comparison with zebrafish

To study the conservation of these waves of activity, we compared our results with work in the zebrafish (Aanes et al., 2011), in which 3039 polyadenylated maternal transcripts and 1253 zygotically activated genes were identified. The zebrafish study was performed and analysed differently, and to facilitate comparison we used a fivefold threshold in our data. Of the 3039 polyadenylated zebrafish transcripts, 1263 had orthologues (according to assigned gene names) in our *X. tropicalis* reference data. Of these, 285 have onset times up to 7.0 hpf in our expression profiles, with 254 (89%) occurring before 3 h. Of the 1253 zebrafish zygotic genes, 421 had orthologues. Of these, 144 have onset times up to 7.0 hpf, with 112 (78%) occurring between 3.0 hpf and 7.0 hpf (Fig. 4C). Similar results were obtained for Series 3 data (not shown). The overlap between these different vertebrate species suggests not only that the general pattern of activity is conserved, but also that the timing of the roles of individual genes in development is conserved.

### Significance of the first wave of polyadenylated maternal mRNAs

Having established that the polyadenylation of maternal transcripts is conserved, we explored its significance in establishing normal levels of zygotic transcription at MBT. To do this, we made use of cordycepin, a modified form of adenosine that is a potent inhibitor of polyadenylation (Aoki et al., 2003), and which effectively inhibited polyadenylation of *VegT*, *Fam46c* and *Ccnb3* in *Xenopus tropicalis* (Fig. 8A; Materials and Methods). To determine whether cordycepin affects the expression of genes at MBT, we selected 42 genes with onset times in the early part of the second wave (3.0 to 4.0 hpf) and 24 in the later part (4.5 to 5.0 hpf) and analysed their expression profiles using NanoString nCounter.

**Fig. 8.**
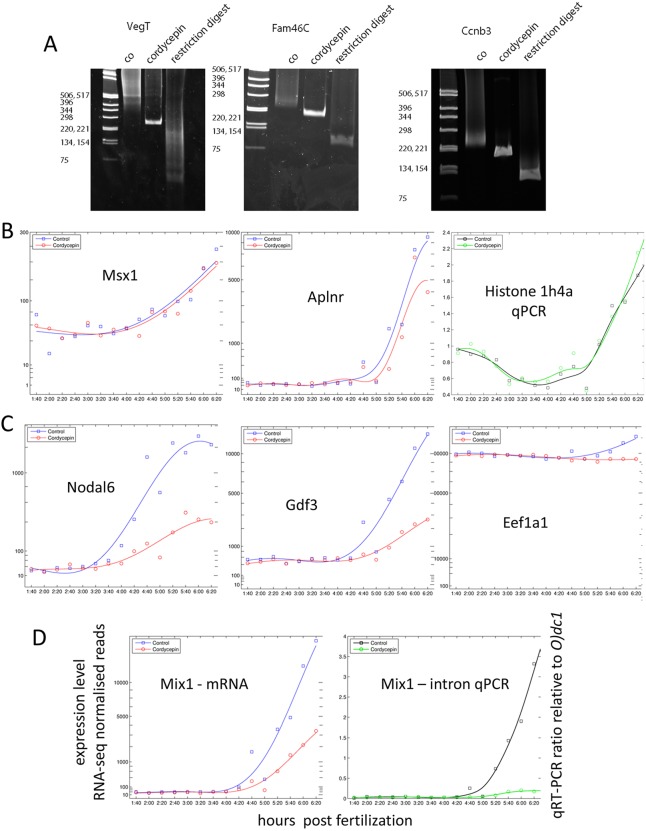
**Variable transcriptional deficit at MBT in embryos treated with cordycepin.** (A) Confirmation of inhibition of polyadenylation: shortened polyA+ tail lengths in cordycepin-treated embryos for the polyadenylated maternal genes *VegT*, *Fam46c* and *Ccnb3*. Lanes: ‘co’, long and variable polyA+ tail in controls; ‘cordycepin’, consistently short polyA+ tail in treated embryos; ‘restriction digest’, confirmatory restriction digest of a gene-specific PCR fragment (Materials and Methods). (B-D) Transcriptional activation of genes in cordycepin-treated versus control embryos by NanoString nCounter (red/blue) or qPCR (green/black). (B) Transcription unaffected by cordycepin treatment. (C) Substantially reduced transcription levels after cordycepin treatment. (D) Loss of primary transcripts for *Mix1* shown by intron qPCR confirms loss of transcription, not degradation of deadenylated transcripts.

Two genes in the test set, *Aplnr* and *Msx1*, were largely unaffected by cordycepin (Fig. 8B). The majority of the remainder were transcribed, but expression was reduced up to tenfold compared with controls (Fig. 8C,D), suggesting that polyadenylation of maternal transcripts is necessary to achieve the correct levels of gene activation at the MBT.

We were concerned that cordycepin may have a general inhibitory effect on transcription (Shiokawa and Misumi, 1983; Siev et al., 1969), although the normal expression of *Aplnr* and *Msx1* argues that this is not the case. To provide further evidence for this view, we performed qRT-PCR on *Histone 1h4a*, the mRNA of which is not polyadenylated (Ballantine and Woodland, 1985) and should therefore be resistant to any non-specific effect of cordycepin. *Histone 1h4a* was expressed and activated at the same levels as in controls (Fig. 8B).

To confirm that the decrease in expression of genes in the second and third waves in response to cordycepin was due to a decrease in transcription and not to the degradation of non-polyadenylated transcripts caused by residual cordycepin, we investigated levels of unspliced *Mix1* RNA, using intron-specific primers (Materials and Methods). Levels of unspliced transcripts were markedly reduced in cordycepin-treated embryos compared with the controls (Fig. 8D).

Together, our observations are consistent with the idea that the failure to fully polyadenylate some maternal mRNAs reduces the transcription levels of many genes at the MBT.

### Relationship between transcriptionally activated genes in the second and third waves

Next, we explored the possibility that transcription factors activated in the second wave might regulate the expression of genes activated in the third wave. To do so, we chose two genes activated in the second wave the putative targets of which we could infer from a meta-analysis of gene regulatory networks in early *Xenopus* development (Loose and Patient, 2004), as well as from specific studies of the two genes in question: *Mixer* (Sinner et al., 2006) and *Brachyury* (Gentsch et al., 2013). The putative targets selected were *Cer1* and *Gata5* for *Mixer*, and *Plod2*, *Msgn1* and *Myf5* for *Brachyury* (Fig. 9A-C).

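The run of *mixer* (Xetrov72001353) in Series 2 began at 4.0 hpf with a fold change of 833, and that of *t* (Xetrov72001125), the *Brachyury* row, at 4.5 hpf with a fold change of 518. Among the targets, *cer1* (Xetrov72022502) rose 82.3-fold and *gata5* (Xetrov72041408) 11.8-fold, both from 6.0 hpf. *myf5* (Xetrov72039868) rose 10.6-fold from 6.5 hpf and *msgn1* (Xetrov72006242) 72.0-fold from 7.0 hpf. *plod2* (Xetrov72000542) rose 4.71-fold from 7.5 hpf, below the 10-fold threshold. With TMM *plod2* rose 15.3-fold, and with the smaller chance step 41.6-fold from 6.0 hpf. In Series 3 *mixer* rose 304-fold from 6.0 hpf and *t* 1012-fold from 5.5 hpf.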

**Fig. 9.**
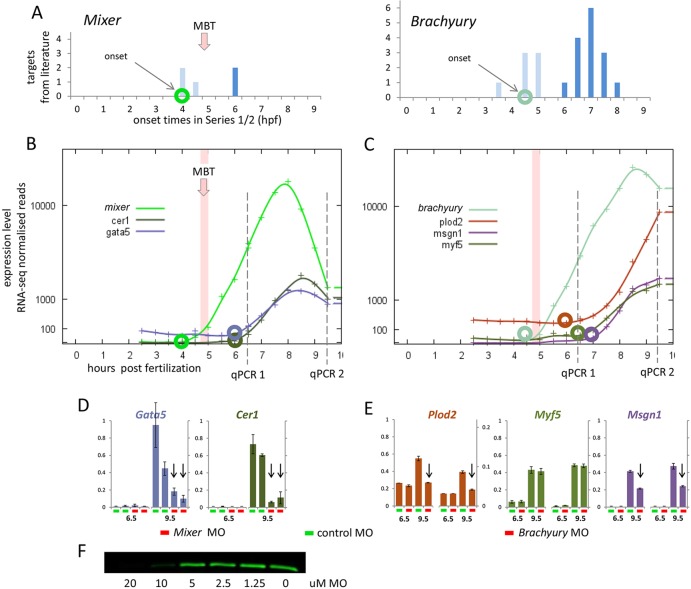
**Targets of MBT-activated transcription factors are found activated within 1-2 h in the third wave.** (A) Onset times from Series 2 data for published targets of transcription factors *Mixer* (Loose and Patient, 2004; Sinner et al., 2006) and *Brachyury* (Gentsch et al., 2013). Numbers of targets shown at each time point: light blue, onset in second wave; dark blue, onset in third wave or beyond. Onset time of transcription factor is indicated by circle on time axis. (B,C) Expression profiles of *Mixer* and *Brachyury*, and published targets selected for qPCR. Circled data points show onset times, dashed lines indicate qPCR sample points. (D,E) qPCR data relative to *Odc1* for selected targets at 6.5 hpf and 9.5 hpf, comparing expression in transcription factor morpholino (MO)-injected versus control MO-injected embryos. Arrows show reduced expression in transcription factor knockdown. Data are two technical replicates from pairs of biological replicates: *Mixer* biological replicates are from a single clutch, *Brachyury* biological replicates are from different clutches. (F) Inhibition of *in vitro* translation of *Mixer* by *Mixer* MO showing the threshold concentration of morpholino able to block the translation of HA-tagged *Mixer*.

As expected, none of the putative targets was expressed at 6.5 hpf in embryos injected with the appropriate transcription factor antisense morpholino oligonucleotides (Fig. 9D,E). At 9.5 hpf, expression of both *Cer1* and *Gata5* was downregulated in the *Mixer* morpholino-injected embryos relative to the controls (Fig. 9D), and expression of *Plod2* and *Msgn1* was similarly downregulated in the *Brachyury* morpholino-injected embryos (Fig. 9E). This is consistent with the idea that these genes are being transcriptionally activated, in the third wave, by *Mixer* and *Brachyury*, respectively. Expression of *Myf5* was not affected by loss of *Brachyury* (Fig. 9E), but co-injection of additional antisense morpholino oligonucleotides targeting the related T-box genes *Eomes* and *zVegT* caused expression of *Myf5* to be reduced significantly at 9.5 hpf (data not shown). Work by Gentsch and colleagues has shown that the T-box genes regulate gene expression cooperatively in the early embryo of *X. tropicalis* (Gentsch et al., 2013).

We conclude that some genes in the third wave are downstream targets of transcription factors that are activated in the second wave. The short time interval between the activation of *Mixer* and *Brachyury* and their target genes suggests that the targets are direct, and for the *Brachyury* targets this conclusion is supported by chromatin immunoprecipitation peaks found in the vicinity of the target genes (Gentsch et al., 2013).

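Onsets of *cer1* and *gata5* followed that of *mixer* by 2 h in Series 2, and those of *myf5* and *msgn1* followed that of *t* by 2 and 2.5 h. The run of *plod2*, which stayed below 10-fold with the printed chance step, began 3 h after that of *t*. With the smaller chance step the *plod2* run began earlier and passed 10-fold, and with TMM its fold passed 10 too. Onset times are resolved to 0.5 h and come from 1 series. From the short interval the paper proposes that the targets are direct.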

## DISCUSSION

In this work, we describe the pattern and sequence of gene activity in the *Xenopus tropicalis* embryo between fertilisation and the onset of gastrulation. A distinctive feature of this work is the use of a fine-grained and temporally unbiased embryonic time series. The high time resolution has allowed us to observe changing transcript levels, and hence determine onset times with some degree of precision. Replication of our time series data has allowed us to show that the timing of transcriptional activation is reproducible between independent experiments (Fig. 4A), which suggests that activation times may provide a better basis for understanding gene regulatory activity than would changes in transcript levels between more widely separated time points.

An important result has been the estimation of the interval between activation of transcription factors and activation of their downstream targets. Combined with onset times, these provide useful constraints within which to evaluate existing gene regulatory relationships, and aid the interpretation of relationships in future work.

Replication also allowed us to explore some striking inconsistencies, both in the behaviour of individual genes (Fig. 3B,C; Fig. 4B) and in the general adenylation status of maternal mRNAs after fertilisation. Series 1 showed fewer genes undergoing deadenylation than Series 3 (Fig. 5A,B, lower) and more genes undergoing polyadenylation (Fig. 5A,B, upper). This suggests that maternal mRNAs in embryos sampled for Series 3 were more highly polyadenylated prior to fertilisation, requiring both less polyadenylation of some transcripts and more deadenylation of others, relative to Series 1. 

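The 273 rapidly falling genes of Series 3 were all listed in Series 1. From 0 hpf to the median over 0.5 to 2.0 hpf their median polyA+ change was -0.24 log2 units in Series 1. The change of -3.72 in Series 3 follows from the choice of genes, which required a fall of at least 5-fold there. Applied to each series without its Ribo-Zero condition, a comparison chosen after the values had been seen, the same rule found 273 genes in Series 3 and 3 in Series 1, with 0 shared. In Series 1, 10 of the 273 genes fell more than 2-fold and none more than 5-fold. For 7014 other genes with at least 100 normalised reads at 0 hpf, the medians were -0.03 in Series 3 and 0.03 in Series 1. From such differences the paper proposes that maternal mRNAs of Series 3 carried more polyA before fertilisation than those of Series 1. Each series has 1 library at 0 hpf.

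**Figure D3:**
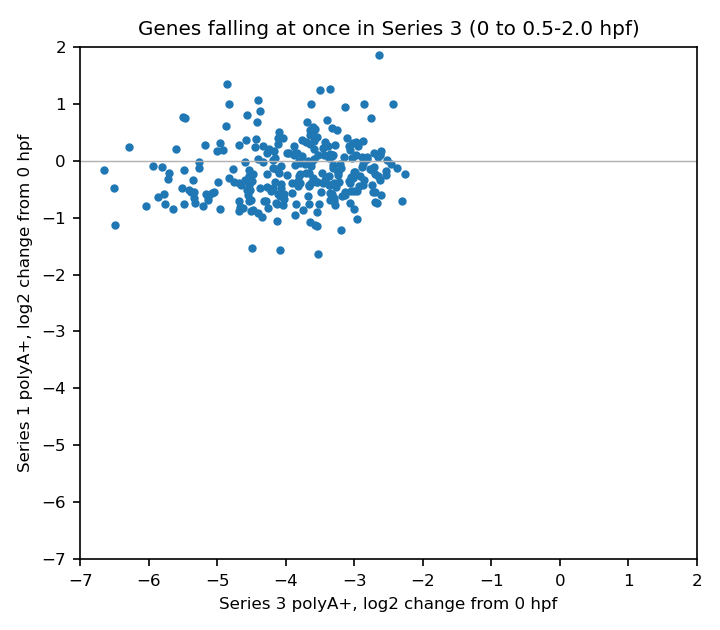
Change in polyA+ level in log2 units from 0 hpf to the median of the points from 0.5 to 2.0 hpf in Series 3 (x axis) and in Series 1 (y axis) for the 273 genes, which were chosen for their fall in Series 3; each point is 1 gene. Points lie far to the left in Series 3, with a median of -3.72, and near 0 in Series 1, with a median of -0.24.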

Although variability in this system could be explored in more detail with further replicates of the time series, we feel that we are able to reach sound conclusions regarding the temporal organisation of gene activity around the MBT based on the data we have described.

Recent work in the zebrafish has used ribosomal profiling to identify highly translated maternal transcription factors, and has highlighted *Pou5f1*, the *SoxB1* family and *Nanog*, for which combined loss of function causes decreased expression in 74% of zygotically transcribed genes (Lee et al., 2013). 

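Maternal levels differed widely between genes of Fig. 1D at 0 hpf of Series 3. Polyadenylated transcripts of *sox3* (Xetrov72016063) were present at 8335 normalised reads, and Ribo-Zero libraries gave 4604. No run of *sox3* was found. From 5 to 8 hpf the difference between its polyA+ and Ribo-Zero slopes was -0.74 log2 units per hour (standard error 0.099, adjusted p = 0.013 from edgeR). *sox3* also passed with the time point as a block, and did not pass without the 6, the 7 or the 8 hpf libraries or with scaling to the AC_EC rows.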

Interestingly, only one of these (*Sox3*) has significant levels of maternal transcripts in *X. tropicalis* (Fig. 1D). Of the others, the *Xenopus* orthologue of *Pou5f1* (*Oct91*) cannot be detected maternally and is clearly activated at MBT. 

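For *oct91* no read was counted at 0 hpf in the polyA+ or the Ribo-Zero library of Series 3. At 8.0 hpf the levels were 1996 and 2315 normalised reads.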

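At 0 hpf of Series 3 no polyA+ read was counted on *ventx1.1*, *ventx1.2*, *ventx2.1* or *ventx2.2*, and the Ribo-Zero library gave 2.45 normalised reads for *ventx2.1*, a single count. At 8.0 hpf polyA+ levels were 4071, 4183, 8414 and 8893 normalised reads.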

No *Xenopus* orthologue of *Nanog* has yet been identified, and although the homeobox transcription factors *Ventx1/2* have been shown to function in a *Nanog*-like manner (Scerbo et al., 2012), none of these is detected as maternal transcripts, and all are strongly activated at MBT. *Sox1* and *Sox2* were both detected at low levels maternally before being strongly activated at MBT (Fig. 1D).

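Levels at 0 hpf were 1.44 normalised reads for *sox1*, a single count, and 7.21 for *sox2*. At 8.0 hpf they were 362 and 5205.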

Our findings with respect to waves of activity differ from those of Tan et al. (Tan et al., 2012) who interpreted increasing levels of specific polyA+ transcripts between the 2-cell and 32-cell stages in *X. tropicalis* as representing genes for which transcription is activated before the MBT. Furthermore, given that we observe a continuous broad wave of zygotic transcription, commencing in the rapid cleavage stages before MBT and finishing after it, we find no evidence to support the notion that zygotic transcription around the MBT is divided into minor (pre-MBT) and major (MBT) waves (Tadros and Lipshitz, 2009). Our data are, however, consistent with results in *X. laevis* showing an increase in transcript levels starting between the 4-cell and 256-cell stages (Skirkanich et al., 2011), and with earlier work reporting low levels of transcription from the 128-cell stage (Kimelman et al., 1987). Overall our high-resolution time series and experimental studies have yielded a deeper understanding of the temporal organisation of gene regulatory networks in the early *Xenopus* embryo.

## MATERIALS AND METHODS

### Embryo collection and library preparation

Embryos of *Xenopus tropicalis* were obtained as described (Khokha et al., 2002) and cultured at 23°C. Pools of embryos were obtained from single fertilisations at 30-min intervals. Three time series were collected: Series 1 and 2 were collected in pools of 50, and Series 3 in pools of ten (see Results for details). Embryos for Series 3 were derived and collected from a different frog colony. Cleavage times were noted up to the sixth cleavage for all fertilisations, and early- or late-cleaving embryos were excluded from analysis. For Series 1 and 2, total RNA was isolated using TriPure (Invitrogen) followed by LiCl precipitation. RNA was dissolved in 100 μl H_2_O, and 10 μg total RNA from each sample was used for PolyA+ RNA library preparation using Illumina kit RS-930-1001. For Series 3, total RNA was extracted, samples were suspended in 40 µl DEPC-treated H_2_O, and 1 μg was taken for library preparation. PolyA+ RNA was isolated using beads from TruSeq RNA Sample Prep Kit v2 (Illumina kit RS-122-2001), and PolyA+ RNA-seq libraries were prepared using Epicentre ScriptSeq v2. Ribosomal RNA-depleted RNA-seq libraries were prepared using Epicentre ScriptSeq Complete Kit (BHMR1224) combining Ribo-Zero and ScriptSeq v2.

### Illumina sequencing and data processing

Series 1 and 2 were sequenced on the Illumina GA-IIx platform using standard methods to generate 39-bp paired end reads. Series 3 was sequenced on the Illumina Hi-Seq 2500 using standard methods to generate 50-bp paired end reads. Reads were mapped using Bowtie 0.12.7 (Langmead, 2010) with parameters ‘-a -y --best -v 3 -X 0 -I 10000’ against a set of *Xenopus tropicalis* transcript sequences. This set included gene models from the v7.1 genome assembly, downloaded from Xenbase (James-Zorn et al., 2013) at ftp://ftp.xenbase.org/pub/Genomics/JGI/Xentr7.1/Xentr7_2_Stable_Transcript.fa.gz, to which we added curated sequences for missing gene models, both from assembled EST contigs (Gilchrist et al., 2004) and from NCBI cDNA sequences. The additional sequences are available as a FASTA file in the supplementary material, and also included ribosomal and mitochondrial sequences. Reads mapping to transcripts from more than one gene were discarded. Gene counts were normalised by total mapped reads per library (excluding ribosomal alignments) to a standard library size of 25 million reads (close to the mean). The raw read count 

 of gene 

 in library 

 is normalised to 
.

### Comparison of data between different fertilisations

We scaled our time series to account for differences in developmental rates. After the first cleavage, the average cell cycle was 20 min in Series 1 and 2 and 25 min in Series 3. Where required, we scaled the hours post fertilisation of Series 3 by 20/25 to facilitate comparison.

We joined the Series 1 and Series 2 data by applying a per gene correction calculated from the normalised expression values in the overlap region at 2.5 and 3.0 hpf. This was calculated as: 
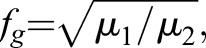
 where 

 and 

 are the means from the two series in the overlap. For each gene, we shifted the two series towards each other by this factor where 
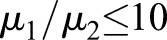
, and the two values at each point were subsequently within the range that is likely to be seen by chance (see below). The joined Series 1/2 was validated by pairwise Spearman correlation (Fig. 2B).

### Gene type identification

Transcription factors were identified using the set of Pfam DNA binding domains (Finn et al., 2010) identified in the DBD database of transcription factors (Wilson et al., 2008) with the HMMER3 program (Eddy, 2011) and an E-value threshold of 0.01. Transcription factors known to be missed by this approach were added manually (e.g. the Sox family). Signalling molecules and their receptors were identified from compiled lists of known genes. Genes not identified in either category are referred to as ‘other’.

### Empirical estimation of error in the RNA-seq data

The technical noise of RNA-seq follows a Poisson model (Marioni et al., 2008), and for any gene the variance of read counts will be greater than the mean by a factor proportional to the biological noise. We therefore used the square root of read counts for smoothing (see below) and visualisation, which serves to reduce the variance caused by sequencing. We applied a threshold of 
 reads where low-count noise was too dominant. From Series 2 biological replicates at 4.5 and 6.5 hpf, we calculated an empirical parameter 

, which is defined as the 0.98 quantile of differences between replicates at expression level *R*. We found that 

 is well described by a log-linear model: 
. We used this relationship to identify changes in expression level that are unlikely to occur by chance.

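The chance step was refitted on the replicate libraries of Series 2, with 25671 pairs of values over both time points. The 98th percentile of the differences followed a line with a slope of 0.732 and an intercept of 0.553 on log10 scales. At a level of 1000 normalised reads the refitted step was 559, that of the printed equation 794 and that of the smaller chance step 79.4. Replicates differed by more than the printed step plus 10 for 0.153% of genes at 4.5 hpf and 0.650% at 6.5 hpf. For the smaller step the shares were 58.4% and 60.0%. With the refitted step 664 genes had a rising onset.

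**Figure D4:**
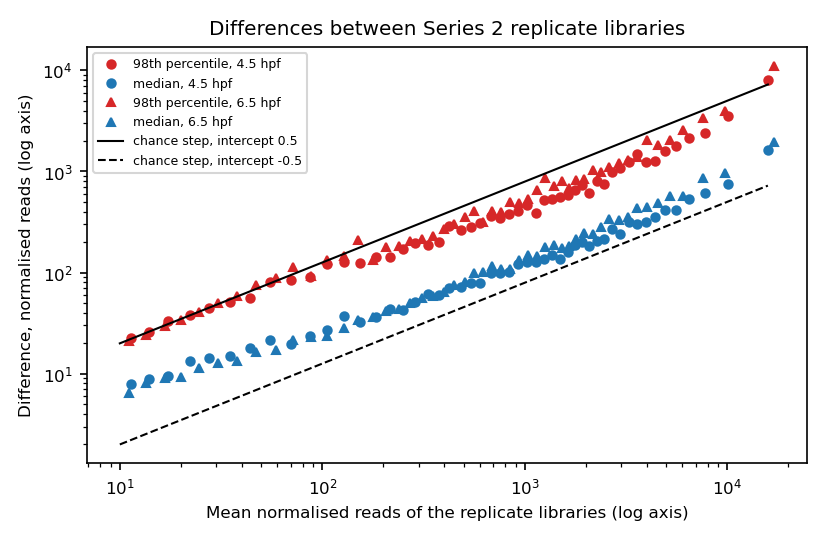
Differences between the replicate libraries of Series 2 at 4.5 and 6.5 hpf against expression level, both in normalised reads on log axes; points are the 98th percentile and the median of each level bin, and lines are the chance step with intercepts of 0.5 and -0.5. Of 100 bins, 13 have a 98th percentile above the upper line, the ratio to that line ranges from 0.433 to 1.44, and all 100 medians lie above the lower line.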

### Smoothing of expression profiles

To improve visualisation, we applied a non-parametric method called ‘smoothing splines’ to smooth the gene expression time series (Bar-Joseph et al., 2003; Craven and Wahba, 1979; Dejean et al., 2007; Hastie et al., 2009). We fitted smoothing splines to square-rooted read counts and chose the smoothness parameter by generalised cross-validation (Craven and Wahba, 1979).

### Detection of significant changes in gene expression

We detected significant increases and decreases in transcript levels, reversing the sign for decreases. For a gene at time *t* with normalised read count 

, we found runs in which 
 holds. That is, the expression level of a gene is rising more than would be expected by chance. We applied a run length and fold change condition: if a run starts at time index *s* and ends at time index *e* we require 

 and 
 (see Fig. 1E). For the majority of data here, we used 

. More than one onset time can be recorded for a gene. We joined two runs of at least three points that are 30 min apart if the linking points satisfied 
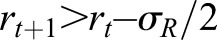
. For analysis at hourly intervals, we allowed the last two time points in the data to be recorded as a run. Runs of three points were excluded if the count before or after the run was respectively greater or less than the average of the run. As Series 2 only starts at 2.5 hpf, onset times equal to 2.5 hpf in Series 2 were excluded.

To detect onsets within a time series to the same (lower) sensitivity as near the end, we re-tested iteratively by removing the last time point in each subsequent iteration. At each cycle, we kept just the onset times at two time intervals before the current last time point.

### GO analysis

The transcript set was mapped onto the NCBI non-redundant protein database for human, mouse, fly and frog proteins using the BLASTx program (Altschul et al., 1990). GO terms were assigned to the genes using the blast2go program (Conesa et al., 2005). Enrichment analysis was performed using Fisher's Exact Test with FDR cutoff value of 0.05, and limited to the ‘Biological Process’ namespace.

### NanoString confirmation of activation mechanisms

Gene probes were designed by NanoString (www.nanostring.com). Embryos were collected in groups of five at 15 min intervals, before snap-freezing in Trizol. Total RNA was extracted and samples were diluted to 50 µl before analysis (www.nucleomics.be). Data were normalised against *Odc1*. The average cell cycle length after the first cleavage was 21 min, so we corrected the timescale by 20/21, as above.

### Polyadenylation blocking in cordycepin-injected embryos

To inhibit cytoplasmic polyadenylation before MBT, embryos were injected at the one-cell stage with 200 pmol cordycepin (Sigma), or H_2_O as a control. Samples of ten embryos were collected at 3.5 hpf to confirm inhibition of polyadenylation. For time series analysis using NanoString nCounter (above), we collected cordycepin-treated and control embryos in groups of five at 20 min intervals between 1 h 40 min and 6 h 20 min after fertilisation. Total RNA was prepared as described above and analysed by NanoString.

To confirm inhibition of polyadenylation, an aliquot of 4 μg of total RNA was ligated in a volume of 10 μl for 30 min at 37°C with 0.4 μg of a 3′-amino 5′-phosphorylated oligonucleotide P1 (5′-P-GGTCACCTTGATCTGAAGC-NH_2_-3′) using T4 RNA ligase (New England Biolabs). The reaction was then placed at 70°C for 15 min. The whole 10 μl ligation reaction was used in a 50 μl reverse transcription reaction using Superscript III (Invitrogen), according to the manufacturer's directions, using 0.4 μg primer P2 (5′-GCTTCAGATCAAGGTGACCTTTTT-3′) (Graindorge et al., 2006). Of the resulting cDNA, 1 μl was used in a 50 μl PCR reaction in a 50 μl final volume. As a reverse primer, P2 was used in all reactions, with the following gene-specific forward primers: VegT, 5′-GGGGGTACAGGCAGAACAGT-3′; Fam46c, 5′- TTGACCAGATGGGTGACTGA-3′; Ccnb3, 5′-CTCTTCTC-CTTGCCCTTGTG-3′. The PCR reaction mixture contained 1× reaction buffer (Invitrogen), 0.2 μM of each primer (forward and reverse), 200 μM dNTPs, 1 U of Platinum Taq Polymerase (Invitrogen), 1.5 mM MgCl_2_. The amplification program consisted of a preincubation step (95°C for 5 min), followed by 35 cycles consisting of a denaturation step (95°C for 30 s), an annealing step (56°C for 30 s) and an extension step (72°C for 30 s), and then one final extension step (72°C for 7 min).

### cDNA preparation and qRT-PCR

Total RNA was isolated from *Xenopus* embryos using the TriPure reagent (Invitrogen) according to the manufacturer's instructions, followed by a LiCl precipitation. mRNA expression was validated by quantitative RT-PCR using the LightCycler 480 (Roche). Reverse transcription was carried out using the Transcriptor First Strand cDNA kit (Roche) followed by quantitative real-time PCR using a LightCycler 480 SYBR Green I Master Kit (Roche) following the manufacturer's instructions. Primer sequences are listed in supplementary material Table S3. *Brachyury* and other T-Box morpholinos were validated previously (Gentsch et al., 2013). *Mixer* morpholino (sequence 5′-TTGGGAGCCACAAGCCTTGGGAACC-3′) was validated by inhibition of *in vitro* translation of HA-tagged *Mixer*, performed with TNT Transcription/Translation system and anti-HA western blot, using the TnT SP6 Quick Coupled Transcription/Translation System L2080 Kit (Promega). Morpholino (MO) injection levels were 20 ng per embryo for *Mixer* MO and the standard Gene Tools control MO, and 5 ng per embryo for each of four *Brachyury* morpholinos (Gentsch et al., 2013) to knock down the two paralogues *Brachyury* and *Brachyury-3*.

## Supplementary Material

Supplementary Material

# Supplementary material for: High-resolution analysis of gene activity during the Xenopus mid-blastula transition
**Source:** Development. 2014 May;141(9):1927–39. doi: 10.1242/dev.102012
**Supplement:** Supplementary Material

High-resolution analysis of gene activity during the Xenopus mid-blastula transition — Supplementary Material 

# High-resolution analysis of gene activity during the *Xenopus* mid-blastula transition

## DEV102012 Supplementary Material

**Files in this Data Supplement:**

- **Supplementary Material**

# Supplementary material for: High-resolution analysis of gene activity during the Xenopus mid-blastula transition
**Source:** Development. 2014 May;141(9):1927–39. doi: 10.1242/dev.102012
**Supplement:** Supplementary Material

[Download Supp. Data File](#)

[Download Table S1](#)

[Download Table S2](#)

**Table S3. Sequences of primers used to analyse the expression of Mix1 intron sequences, Histone 1h4a, and Brachyury and Mixer targets**

| Gene                | Forward primer 5'-3'   | Reverse primer 5'-3'  |
|---------------------|------------------------|-----------------------|
| <i>Odc1</i>         | GTTTCGACCTGCCAGAGCTAC  | CAGGGAGAATGCCATGTTCT  |
| <i>Mix1</i> intron  | GCACTGGCGGGTATAAAGAA   | CCAAGCTTTGACCCATTAACA |
| <i>Histone 1h4a</i> | GAGTATGTCTGGACGCGGTA   | TAGATGAGGCCAGAGATGCG  |
| <i>Plod2</i>        | TCATGATGCTTCAACATTCACA | ATGAAACTCCAGCCCTTCCT  |
| <i>Myf5</i>         | TGTGGATCGGATCTCCTCTT   | TGTCAGGTGATCGTGGAAG   |
| <i>Msgn</i>         | GAGAGGGAGAAGCTACGCAT   | GGAGCAGGTTTGTGAGTTCA  |
| <i>Gata5</i>        | GATCCGCCGCCGTAATCCTG   | ACCGCCCCTGGTTTGATT    |
| <i>Cer1</i>         | CCCACGCAAACAAAAGTTCAA  | TGGCACCAGGCTTTTCAGTA  |

How the deposited data were processed for this re-analysis (not part of the article)

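RNA-seq values of *Xenopus tropicalis* embryos from 52 libraries in 3 series were analysed. Series 1 (7 polyA+ libraries, 0 to 3.0 hpf), Series 2 (17 polyA+ libraries, 2.5 to 9.5 hpf) and Series 3 (19 polyA+ libraries, 0 to 9.0 hpf, and 9 Ribo-Zero libraries at whole hours, 0 to 8.0 hpf) each came from eggs of a single female. Replicate libraries exist at 4.5 and 6.5 hpf of Series 2 alone. Series 3 differed from the other series in frog colony, pool size, library kit and sequencer as well as in female, so no difference between series can be assigned to any of these.

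The raw counts were made by the authors, who mapped paired reads with Bowtie to annotated transcripts plus curated, ribosomal and mitochondrial sequences and discarded reads that mapped to more than 1 gene. The normalised signal values were made by the authors from these counts, and the deposited values equal each count divided by the total count of the library without the ribosomal row and multiplied by 25000000. The raw counts were used throughout and scaled in the same way, and the deposited normalised values served as an alternative. Rows for ribosomal and mitochondrial RNA, katushka, gfp and AC_EC are not genes and were left out of all gene counts. The paper's text does not name the AC_EC rows.

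Total counts per library lay between 19925593 and 33907947 in Series 1 and 2 and between 4539916 and 17998536 in Series 3. A count of 0 was taken to allow up to 3 counts. Wilson 95% intervals were calculated for shares of single libraries. Intervals and limits cover counting error only, because reads without molecular identifiers are not independent molecules.

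Rising and falling onsets were called with the run rule of the Materials and Methods. A run had at least 3 points, each step exceeded the chance step plus 10 normalised reads, and the fold change after adding 10 was at least 10. The chance step used the slope of 0.8 and the intercept of 0.5 of the printed equation. Replicate libraries were averaged. Series 1 and 2 were joined at 2.5 and 3.0 hpf with a factor per gene, the square root of the ratio of both means, where that ratio was between 0.1 and 10 and the corrected values lay within the chance step. For hourly comparisons a run of 2 points was allowed at the end of the series. The iterative re-test by which the paper raised sensitivity at the end of a series was not repeated. Waves, genes with onsets in both data sets (a fold of at least 2 in the second) and rapidly falling transcripts were defined as given beside each result.

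Polyadenylated and Ribo-Zero libraries were compared over 0 to 3 hpf and over 5 to 8 hpf with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test of the interaction of library type with time, TMM normalisation, adjusted p under 0.05, at least 10 counts in at least 4 of 8 libraries). Adjusted p-values of single genes come from this test. DESeq2 1.42.0 served as an alternative. Each polyA+ library shares its RNA with the Ribo-Zero library of the same time point, as the paper states, so the time points pair the libraries. Across 8829 genes the deviations of paired libraries from the mean of their library type correlated between 0.0287 and 0.0824 in the early window, against -0.13 to 0.0596 for other pairings. Across 8428 genes in the late window they correlated between 0.246 and 0.492, against -0.48 to 0.427. The remaining work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Permutation tests used 100000 resamples, onset pairings 10000 shuffles and the run rule 100 shuffles of the time points. Tests across genes treat genes as units although they are not independent. The run rule and the slope test were also tested on simulated data with known changes.

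Lists of transcription factor, signalling, ribosomal protein, Eg and histone genes were made from gene names. The genes named in the text are those the paper names for its RNA-seq data, the 5 named genes with the largest fold change per wave that also had a run in Series 3 within 1 h after scaling of the times, and the 5 named genes with the largest rapid fall. These rules, the definitions above, the lists and the first set of alternatives were written before the data were examined. That set covered normalisation, the level used in the chance step, a chance step refitted on the replicates, fold thresholds, run length, low counts, joining, wave limits, interpolation and scale of correlations, each replicate and each time point left out in turn, and the time point as a block. Other chance steps (intercepts of -0.5, 0 and 0.3, natural logarithms in place of log10, and a slope of 0.71 with an intercept of 0.31, each also with the level at the lower point for falls), the intercept of -0.5 with TMM or with other ways of joining, scaling to AC_EC rows, 3 ways of smoothing and waves from separate series were added after values had been seen. Chance steps were tried once counts with the printed equation had been seen to lie far below those of the paper, and smoothing once shares of correlated profiles had. The effects of all of these are given in the closing section.

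NanoString counts, cordycepin and morpholino experiments, gene ontology terms, Pfam domains and zebrafish data were not analysed here. No replicate error could be given for single libraries, and no paired polyA+ and Ribo-Zero comparison could be made for Series 1 and 2.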

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

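Of the tests in this part, those of the total RNA, of the amounts of AC_EC RNA, of splits of simulated libraries and of row Xetrov72003861 were chosen only after the result was seen.

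The ribosomal row took 6.67% of the counts in the Series 1 library at 0.5 hpf, far from the other Series 1 libraries. Its gap to the nearest library was 0.783 of the whole range, against a critical value of 0.568 for 7 libraries. Among 11 groups of libraries this was 1 such value, where chance gives about 1 in 20. Onsets at 0.5 hpf in Series 1 could have come from this library alone. The 10 genes with such an onset rose in Series 3 by a median of 2.40 log2 units from 0.5 hpf to the mean of 2.0 and 2.5 hpf, against 0.43 for random lists of similar level (5th to 95th percentile 0.05 to 0.91). With an intercept of -0.5 there were 386 such genes, and the 381 of them with a mean of at least 10 normalised reads in Series 3 polyA+ libraries rose by 1.71, more than 100% of 10000 random lists (median 0.44). These values argue against the library as the whole source of the onsets. A larger carry-over of ribosomal RNA in this library stays open, and no biological explanation was tested.

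Slopes over time differed between polyA+ and Ribo-Zero libraries for 2047 genes from 0 to 3 hpf and for 624 genes from 5 to 8 hpf, by the interaction term of the fit. The 8 libraries of a window can be split into 4 and 4 in 35 ways. In each window 2 of the 35 splits (5.71%), the real one included, gave as many genes, and the other 33 gave none. In both windows the second split joined polyA+ libraries of the first 2 time points with Ribo-Zero libraries of the last 2, with 4710 and 6096 genes. The real split parts all 4 pairs of libraries made from the same RNA, and 2 of the 8 splits that do so gave as many genes. That second split turns the constant difference in level between library types into a difference in slope. In simulated libraries with this difference in level and no difference in slope it gave 6985 genes, the real split 0 and each other split 0. The share of splits could therefore not fall under 0.05, and the count of splits decides nothing about chance. Leaving out single time points also changed the number of genes: early slopes gave 0 genes without 2 hpf (2777 at an unadjusted p under 0.05) or without 3 hpf (1866), 461 without 0 hpf and 4988 without 1 hpf. Late slopes gave 0 genes without 6 hpf (2266) or 7 hpf (2467), 98 without 5 hpf and 1 without 8 hpf (*fgfr4*, named after its values were seen). Each library type is a different preparation. On these libraries alone, the change in polyadenylation that the paper proposes stays open beside differences between the preparations. The paper also rests on NanoString counts of total mRNA, not analysed here. It reports these as constant for early-onset genes while polyA+ levels rose.

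Rows AC_EC5 and AC_EC17, which the paper does not analyse, rose from 0.0489% of the polyA+ counts of Series 3 at 0 hpf to 0.137% at 1.0 hpf (Wilson 95% interval 0.136% to 0.139%) and 0.388% at 8.0 hpf. In Ribo-Zero libraries of the same RNA the shares were 0.0166%, 0.0174% and 0.0449%. The share at 1.0 hpf was 2.81 times that at 0 hpf in polyA+ and 1.05 times in Ribo-Zero libraries, which argues against a change in total RNA as the whole cause of the early rise. Without the 10 most abundant gene rows the polyA+ ratio was 3.01, which argues against a few genes that take most of the counts. A row that carries a number in place of a gene name took up to 19.3% of the polyA+ counts of Series 3, against at most 0.627% in Series 1 and 2 and 0.173% in Ribo-Zero libraries. Its steps between neighbouring time points followed those of the AC_EC rows (n = 18 steps, r = 0.953, rho = 0.932, permutation p = 1e-05 for both, the smallest possible, adjusted p = 1e-05 over 4 relations, r = 0.898 without the 2 farthest). Steps of Xetrov72035281 did so too (r = 0.969, rho = 0.924, permutation p = 1e-05 for both, r = 0.939 without the 2 farthest). Both rows were chosen for their high levels, successive steps are not independent, and 99.97% of 6932 rows followed the AC_EC rows less closely than both did. Uneven amounts of AC_EC RNA between libraries and a shrinking polyA+ pool of the embryo cannot be told apart by these rows, because a falling pool raises every row that stays constant. The paper's proposal of early loss of polyA tails would be a biological source of such a fall and was not tested on these rows.

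Row Xetrov72003861, which has no gene name and was singled out after its values were seen, had 53143 counts in the Ribo-Zero library at 7.0 hpf, more than any other gene row of that library (275828 normalised reads). Counts in Ribo-Zero libraries were 43 at 4.0 hpf, 2117 at 5.0 hpf, 33739 at 6.0 hpf and 24987 at 8.0 hpf. Contamination of a single library is argued against by 24 libraries with more than 100 counts, among them Series 2, which reached 10711 counts at 6.0 hpf. The ratio of its highest Ribo-Zero to its highest polyA+ value was 15.9, at percentile 96.8 of the 317 genes with a Ribo-Zero onset (median 0.509, 95th percentile 9.00). This is consistent with a transcript that carries little polyA, as a hypothesis found and tested on the same data. Reads shared with related sequences were not tested.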

How the results depend on the processing

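Alternatives with other intercepts or slopes of the chance step, natural logarithms, AC_EC scaling, smoothing or waves from separate series alone were chosen after the data were seen. Where a result changed, the cause was not tested, except where the alternative itself is a looser or stricter threshold.

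For rising onsets, the 528 genes became 214 with the level taken as the mean of both points, 327 with runs of at least 4 points and 802 with a fold threshold of 5. For falling onsets, the 2 genes became 105 with the level at the lower point, 24 with the refitted chance step, 1 with runs of at least 4 points, 4 with a fold threshold of 5 and 0 with one of 20. TMM, DESeq2's size factors, genes with at least 100 normalised reads, the deposited normalised values and each replicate of Series 2 left out in turn kept both counts within 1.5 times. The intercept of the refitted chance step was 0.553, or 0.472 with the 95th percentile and 0.573 with the 4.5 hpf replicates alone.

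Intercepts of 0.3 and 0 gave 815 and 1417 rising and 29 and 392 falling genes, or 247 and 616 falling with the level at the lower point. Natural logarithms gave 965 rising and 80 falling genes (332 with the lower point), and a slope of 0.71 with an intercept of 0.31 gave 1233 and 274 (506). At -0.5 there were 2028 rising and 990 falling genes, or 1048 falling with the level at the lower point, and with TMM 1728 and 838. Series 1, Series 2 and joined Series 1/2 then gave 1762 genes in place of 383, the waves 915, 402 and 265 genes in place of 35, 204 and 74, and both data sets together 1194 genes, of which 57.0% lay within 0.5 h. The 1762 genes became 1916 with joining at 0.5 or on the ratio alone, 1724 with the ratio of means plus 10, and 1894 with both that ratio and joining at 0.5. With runs at the printed intercept, joining at -0.5 gave 382 genes in place of 383, or 374 with the ratio of means plus 10. In separate Series 1 and Series 2 alone the waves held 564, 385 and 262 genes. Hourly polyA+ onsets before 2.0 hpf numbered 492, rapidly falling genes 587, and the median number of rising genes in shuffled Series 2 profiles was 512. Transcription factor names in the first wave (3.93%, main value 5.71%) and ribosomal protein names in the third wave (1.13%, main value 0) changed their side relative to the other genes. The difference in fold between the second and the third wave passed its threshold at 0.87 log2 units.

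With a fold threshold of 5 the first wave held 83 and the third 121 genes. The share of transcription factor names in the first wave was then 3.61% and that of ribosomal protein names 1.2%, both on the other side of the other genes. The fold difference between the second and the third wave was 1.47 log2 units and passed its threshold, and 117 genes had an hourly polyA+ onset before 2.0 hpf. That count was 40 in the main setting, 18 with TMM, 4 at the 30-min points, 10 with AC_EC scaling and 124 with AC_EC scaling and an intercept of -0.5. A fold threshold of 10 reduced the 273 rapidly falling genes to 153 and AC_EC scaling raised them to 1324. Wave sizes with 5.5 hpf counted in the second wave, with the earliest run of each gene or with TMM stayed within 1.5 times.

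Of the genes with onsets in both data sets, 11.7% lay within 0.5 h at actual sampling times and 94.2% within 1 h after scaling. The share of all genes with a profile correlation above 0.8 after scaling (29.1%) was 27.5% with cubic interpolation, 32.9% on log2 values and 34.4% among genes with a median above 100. At actual times (21.7%) the latter 2 gave 28.3% and 25.95%. Smoothing both profiles gave 52.6% and 43.7%, comparison of the smoothed profiles as square roots 54.9% and 47.4%, and smoothing of joined Series 1/2 alone 33.1% and 25.97%. Among the 293 of these genes with an onset of at least 5-fold, the share of 72.0% after scaling and 51.2% at actual times became 79.5% and 60.4%, 85.3% and 66.2%, and 72.7% and 53.6% in the same order. For the 4148 such genes at an intercept of -0.5, 47.3% and 33.7% became 65.9% and 51.5%, 69.3% and 57.6%, and 49.9% and 36.8%.

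Each polyA+ library is paired with the Ribo-Zero library made from the same RNA. With the time point as a replicate block, slopes from 0 to 3 hpf differed for 0 of 11521 genes (3311 at an unadjusted p under 0.05), against 2047 without it, and slopes from 5 to 8 hpf for 986 genes against 624. In simulated libraries the fit with the block recovered 174 of 200 genes with slopes that differed by 1 log2 unit per hour, and that without it 176. These libraries had a single dispersion for all genes and no effect of shared RNA. They therefore do not tell what the block costs in the real data. The block and the fits without a time point leave fewer residual degrees of freedom than the main fit. The cause of the loss in the early window was not tested. Gene counts ranged from 0 to 4988 in the early window and from 0 to 98 in the late window across fits that each left out 1 time point. The 2047 genes, where tested, kept the direction of their slope difference with TMM replaced by library size, with DESeq2, with other filters, with the block, with AC_EC scaling and without 1 or 2 hpf; without 0 hpf 95.8% and without 3 hpf 99.8% did. AC_EC scaling left 104 genes in the early window (1998 at an unadjusted p under 0.05) and 2 in the late window, Xetrov72032166 and Xetrov72015717, named after their values were seen (709). In the late window, library size alone gave 224 genes and DESeq2's likelihood ratio test 1236. Other filters on counts stayed within 1.5 times.

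Among 345 values of 178 named-gene results under TMM or an intercept of -0.5, 14 changed their side of the fold threshold, 7 of them weaker and 7 stronger. The depth of Series 3, where a count of 0 allows up to 19.5 normalised reads in Ribo-Zero libraries, limits the onsets of genes at low levels. Every alternative of the first set gave a value.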

Differences from the paper's values

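For rising onsets, 528 genes were found in all series against the paper's 2141. Series 1 and 2 apart gave 367 against the paper's 1386, and 383 with the joined series against the paper's 1758. Onsets in both data sets were found for 206 genes against the paper's 1228. None of the alternatives set before the data were examined closed these gaps. With an intercept of -0.5, chosen after the values had been seen, the numbers were 2028, 1386, 1762 and 1194, and 1 of these equals the paper's value. The sign of the intercept used by the authors is not settled here: the refit on the replicates gave 0.553, near the printed 0.5. Intercepts of 0 and 0.3, chosen in the same way, gave 1417 and 815 genes in all series.

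The waves held 35, 204 and 74 genes against the paper's 551, 409 and 213. None of the alternatives set before the data were examined closed these gaps, and a fold threshold of 5 gave 83, 238 and 121. Separate Series 1 and Series 2 alone with an intercept of -0.5, chosen after the values had been seen, gave 564, 385 and 262. Signalling names made up 9.31% of the second wave against the paper's 5%, with 9.22% and 8.82% for both alternatives set before the data were examined, neither of which closed the gap. With an intercept of -0.5, chosen after the values had been seen, the share was 7.46%, within 1.5 times of the paper's. In the third wave, 6 of 74 genes (8.11%) had a signalling name, against 5 of the paper's 213 genes. The intercept of -0.5 gave 13 of 265 (4.91%) there, still a larger share than the paper's.

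Hourly polyA+ onsets before 2.0 hpf numbered 40 against the paper's 434. None of the alternatives set before the data were examined closed the gap. Chosen after the values had been seen, an intercept of -0.5 gave 492.

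For falling onsets, 2 genes were found against the paper's 1092. In the first period there were 0 genes in Series 1 against the paper's 10 and 1 in Series 3 against the paper's 193. With the level at the lower point, which was set before the data were examined, the numbers were 105, 1 and 54, and neither this nor any other alternative of that set closed the gaps. At an intercept of -0.5, chosen after the values had been seen, there were 990, 7 and 172, and 1048, 8 and 190 with the level at the lower point. The paper's 193 was itself reached when that last setting was counted up to 4.0 hpf, a limit also chosen after the values had been seen.

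The correlation of the replicates at 6.5 hpf was 0.982 against the paper's 0.94. Square roots gave 0.992 and log2 values 0.982, and neither of these alternatives set before the data were examined closed the gap.

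The share of all genes with a profile correlation above 0.8 at scaled times was 29.1%, against the paper's value of about 54% in Fig. 2C, read by eye. Cubic interpolation gave 27.5%, log2 values 32.9% and a median above 100 gave 34.4%, so none of the alternatives set before the data were examined closed the gap. Smoothing both profiles gave 52.6%, or 54.9% as square roots, and both were chosen after the values had been seen.

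The paper ranks the first wave above the second in number of genes, whereas 35 and 204 genes were found. The paper's order was obtained with an intercept of -0.5, chosen after the values had been seen, with 915 and 402. The paper reports that the third wave was weak in Series 3, whereas onsets at 10-fold fell from 39 at 6.5 hpf to 23 at 7.0 hpf and did not rise again. The paper shows *nodal6* (Fig. 6D), *nodal3.1* and *sox1* (Fig. 1D) as activated genes, whereas the 30-min polyA+ profiles gave no run for *sox1* in Series 3 and none for *nodal6* and *nodal3.1* in any series. With an intercept of -0.5, chosen after the values had been seen, each of them had a run.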

Other observations

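In this part, the tests of the replicates against the smaller chance step, of the 0 hpf library, of the rule for rapid falls in Series 1, of the time scale and of the histone names were chosen only after the result was seen.

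An intercept of -0.5 in the chance step gave more onset genes than the printed 0.5. A candidate explanation is that the smaller step lies within the difference between replicate libraries. Replicates differed by more than that step plus 10 for 58.4% of genes at 4.5 hpf and more at 6.5 hpf, where a 98th percentile would leave 2%. The step lies 10-fold below the printed one, so an excess was to be expected, and it does not tell whether noise gives 10-fold runs of 3 points. In simulated libraries with flat genes and the median dispersion of the replicates (0.00677) the smaller step called 0 unchanged genes. Runs that arise without the time order are another, and 21 of 100 shuffled orders of Series 2 gave at least as many rising genes with the smaller step. Shuffled orders keep the real levels of late genes and can place them in sequence, so they do not tell how many real runs are due to chance.

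Transcripts that fell rapidly after 0 hpf in Series 3 changed by a median of -0.24 log2 units in Series 1 from 0 hpf to the median of 0.5 to 2.0 hpf, against -3.72 in Series 3, where they were chosen for their fall. Without its Ribo-Zero condition, the same rule found 273 genes in Series 3, 3 in Series 1 and 0 in both. The 0 hpf polyA+ library of Series 3 alone could differ from the others, as could the embryos, and the design cannot separate a single library from a single female. The difference in polyA between females that the paper proposes stays open.

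Series 3 profiles were compared with joined Series 1/2 at scales of the time axis from 0.6 to 1.1. The share of onset genes with a correlation above 0.8 was highest at a scale of 0.85 (67.9%), with 67.0% at 0.8 and 44.7% at 1.0. For all genes the highest share was also at 0.85 (29.4%). This is consistent with the ratio of the cell cycle lengths, 0.8, within 1 step of the scale.

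Of 317 genes with an onset in Ribo-Zero libraries at any time, 81 had no onset of 10-fold in the polyA+ libraries of Series 3 at any time, at the hourly or the 30-min points. If the 10-fold threshold merely separated runs of similar fold, most of them would have a polyA+ run of at least 2-fold. Of the 81 genes 28 (34.6%) had one, so the threshold could explain only part of them. Lack of a run is not lack of polyA+ RNA. Without a polyA+ run, *hal.1* (Xetrov72038475) reached 2935 normalised reads in polyA+ and 512 in Ribo-Zero libraries. The reverse held for *menf.1* (Xetrov72037543), with 174 and 1666. Both were named after their values had been seen. Whether the chance step missed polyA+ rises was not tested. Of the 81 genes 1 had the name of a histone.

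Histone transcripts might have been expected to show little polyA+ RNA at late stages. At 8.0 hpf the median log2 ratio of Ribo-Zero to polyA+ values of 28 histone names was 0.96, against 0.77 for random lists of similar level (5th to 95th percentile 0.08 to 1.59), at percentile 66.4. Single members went both ways, from 6.25 for *hist1h4f* to -3.18 for *h3f3a*, both chosen after their values were seen, so the median of the list does not decide the question.

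Names of transcription factor families were carried by 4.39% of the genes with a higher and 3.46% of those with a lower polyA+ slope from 0 to 3 hpf (Fisher's exact test, adjusted p = 0.384 over 5 lists). The test could not tell an even spread from a small difference. For signalling names the shares were 0.823% and 1.57% (Fisher's exact test, adjusted p = 0.248). From 5 to 8 hpf, 17 genes with a ribosomal protein name had a higher and 0 a lower slope (Fisher's exact test, p = 0.00263, adjusted p = 0.0131). The median slope difference of the 80 ribosomal protein names was 0.42 log2 units per hour with TMM, 0.28 with library size alone, 0.39 with DESeq2 and 0.15 with AC_EC scaling, under which none of them passed. The median stayed above 0 under each scaling, while 72 of 80 names lay above 0 with TMM, 63 with library size alone and 51 with AC_EC scaling. AC_EC scaling also moved the median of all genes, from 0.03 to -0.25. The median of the ribosomal protein names lay above that of all genes with either scaling, so the fall in names above 0 went with a shift of all genes. Fisher's test treats genes as independent, which they are not.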
